# Dynamics of alternative splicing during somatic cell reprogramming reveals functions for RNA-binding proteins CPSF3, hnRNP UL1, and TIA1

**DOI:** 10.1186/s13059-021-02372-5

**Published:** 2021-06-03

**Authors:** Claudia Vivori, Panagiotis Papasaikas, Ralph Stadhouders, Bruno Di Stefano, Anna Ribó Rubio, Clara Berenguer Balaguer, Serena Generoso, Anna Mallol, José Luis Sardina, Bernhard Payer, Thomas Graf, Juan Valcárcel

**Keywords:** Alternative splicing, Somatic cell reprogramming, CPSF3, hnRNP UL1, TIA1, Pluripotency

## Abstract

**Background:**

Somatic cell reprogramming is the process that allows differentiated cells to revert to a pluripotent state. In contrast to the extensively studied rewiring of epigenetic and transcriptional programs required for reprogramming, the dynamics of post-transcriptional changes and their associated regulatory mechanisms remain poorly understood. Here we study the dynamics of alternative splicing changes occurring during efficient reprogramming of mouse B cells into induced pluripotent stem (iPS) cells and compare them to those occurring during reprogramming of mouse embryonic fibroblasts.

**Results:**

We observe a significant overlap between alternative splicing changes detected in the two reprogramming systems, which are generally uncoupled from changes in transcriptional levels. Correlation between gene expression of potential regulators and specific clusters of alternative splicing changes enables the identification and subsequent validation of CPSF3 and hnRNP UL1 as facilitators, and TIA1 as repressor of mouse embryonic fibroblasts reprogramming. We further find that these RNA-binding proteins control partially overlapping programs of splicing regulation, involving genes relevant for developmental and morphogenetic processes.

**Conclusions:**

Our results reveal common programs of splicing regulation during reprogramming of different cell types and identify three novel regulators of this process and their targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02372-5.

## Background

Alternative splicing (AS) is a widespread mechanism of gene regulation that generates multiple mRNA isoforms from a single gene, dramatically diversifying the transcriptome (and proteome) of eukaryotic cells. Ninety-five percent of multi-exonic mammalian genes undergo AS, producing mRNA isoforms which often differ in coding capacity, stability, or translational efficiency and that can be translated into proteins with distinct structural and functional properties [1, 2]. AS contributes to the regulation of many biological processes in multicellular eukaryotes, including embryonic development and tissue specification (reviewed in [3]). During the last decade, progress has been made to understand the role of post-transcriptional regulation (including AS) in the maintenance of cellular pluripotency and cell fate decisions, discovering genes differentially spliced between stem cells and differentiated cells and splicing regulators that control these choices [4–11].

During reprogramming into induced pluripotent stem (iPS) cells, somatic cells revert to a pluripotent state after overexpression of the transcription factors OCT4, SOX2, KLF4, and MYC (OSKM) [12]. Substantial progress has been made to understand the process at the transcriptional and epigenetic level, such as by identifying numerous roadblocks and some facilitators, but comparatively little is known about how post-transcriptional regulation impacts cell fate decisions. Recent work has revealed the functional relevance and conservation of splicing regulation during reprogramming [7, 13–16]. A conserved functional splicing program associated with pluripotency and repressed in differentiated cells by the RNA-binding proteins MBNL1 and MBNL2 was previously reported [7]. This splicing program includes a mutually exclusive exon event in the transcription factor FOXP1: a switch in inclusion of *Foxp1* exons 16/16b modulates the functions of the transcription factor between pluripotent and differentiated cells [6]. Illustrating the complexity of such splicing program, dynamic changes of AS during cell reprogramming of mouse embryonic fibroblasts (MEFs) revealed sequential waves of exon inclusion and skipping in reprogramming intermediates and the functional role of splicing regulators in modulating reprogramming, in particular during the initial mesenchymal-to-epithelial transition (MET) phase [17]. Given the limited efficiency of cell reprogramming in this system, subpopulations of reprogramming intermediates had to be isolated through the expression of a pluripotency marker, biasing studies to the most prevalent and dominant factors.

Here we took advantage of the rapid, highly efficient and largely synchronous reprogramming of pre-B cells (hereafter referred to as “B cell reprogramming”), obtained by a pulse of the transcription factor C/EBPα followed by induced OSKM expression [18, 19] to study the dynamics of AS during this transition. The essentially homogeneous reprogramming of the cells in this system allowed detailed temporal transcriptome analyses of the bulk population, without the need of selecting for reprogramming intermediates. We established clusters of temporal regulation and compared these changes with the ones differentially spliced in MEF reprogramming [17]. Analyzing the dynamic expression of RNA-binding proteins (RBPs) during reprogramming, we inferred potential AS regulators, of which three were studied in detail. Characterization of these factors, namely CPSF3, hnRNP UL1, and TIA1, by perturbation experiments demonstrated their role as AS regulators in the induction of pluripotency.

## Results

### Dynamics of alternative splicing in C/EBPα-enhanced B cell reprogramming occur independently from gene expression changes

To study the dynamics of changes in alternative splicing (AS) during cell reprogramming, primary mouse pre-B cells (hereafter referred to as “B cells”) were reprogrammed as previously described [18–20]. Briefly, B cells were isolated from bone marrow of reprogrammable mice, containing a doxycycline-inducible OSKM cassette and an OCT4-GFP reporter. These cells were infected with a retroviral construct containing an inducible version of C/EBPα fused to the estrogen receptor ligand-binding domain (ER). Infected cells were selected and re-plated on a feeder layer of inactivated MEFs. This was followed by a 18 h-long pulse of β-estradiol, triggering the translocation of C/EBPα-ER to the nucleus and poising the B cells for efficient and homogeneous reprogramming [18, 19]. After washout of β-estradiol, reprogramming was induced by growing the cells for 8 days in reprogramming medium containing doxycycline (see “Methods” and [20]). RNA was isolated every other day from duplicates and subjected to paired-end sequencing (RNA-seq), resulting in high coverage (more than 100 million reads per sample) (Fig. 1A). As positive controls, mouse embryonic stem (ES) cells and induced pluripotent stem (iPS) cells were also sequenced.

**Fig. 1:**
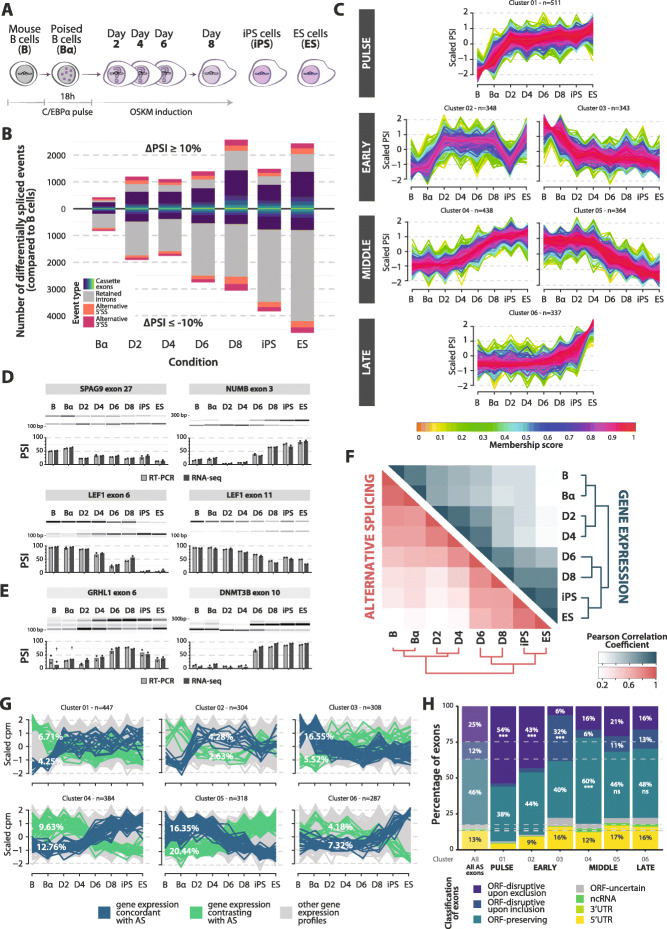
Dynamics of alternative splicing and gene expression changes during B cell reprogramming. **A** Schematic representation of C/EBPα-mediated B cell reprogramming time points and related controls analyzed by RNA-seq. Bα cells: B cells treated for 18 h with β-estradiol to activate C/EBPα. **B** Stacked bar plot representing cumulative number of events differentially spliced between B cells and subsequent reprogramming stages (*x*-axis), as well as controls (iPS and ES cells). The *y*-axis represents the number of differentially spliced events compared to B cells. The upper part corresponds to events with positive ∆PSI values compared to B cells (> 10%), the lower part to events with negative ∆PSI values compared to B cells (< − 10%). Red/orange areas: alternative 3′/5′ splice sites (Alt3/Alt5) respectively; grey areas: retained introns; blue-green areas: cassette exons of increasing complexity (see “Methods”). See also Additional file 1: Figure S1A. **C** Clusters of cassette exons displaying related profiles of inclusion level changes during B cell reprogramming. Six clusters (out of a total of 12 identified, see Additional file 1: Figure S1B-C) are shown and classified into 4 categories, corresponding to the timing of the main shift observed (left). The *y*-axis represents scaled percent spliced in (PSI) values. The color of each line corresponds to the *membership* score of each exon relative to the general trend of the cluster. The size (number of events) of each cluster is indicated (*n*). **D** RT-PCR validation of selected cassette exon changes inferred from RNA-seq analyses. AS events assigned to different clusters were analyzed by semi-quantitative RT-PCR and quantified by capillary electrophoresis. Each panel includes a gel representation of the inclusion (top) and skipping (bottom) amplification products of one of the replicates and the corresponding quantification of the duplicates (PSI = molarity of inclusion product / molarity of inclusion + skipping products). Light grey columns: PSI values quantified by RT-PCR; dark grey columns: PSI values quantified by RNA-seq analysis using *vast-tools* software (*n* = 2). **E** Validation of *Grhl1* exon 6 and *Dnmt3b* exon 10 inclusion level changes, previously associated with reprogramming and pluripotency, performed as in panel **D**. Crosses indicate time points for which PSI values were calculated with low coverage (less than 10 actual reads). **F** Heatmap displaying correlations between B cell reprogramming stages according to gene expression (blue, top heatmap) and AS (red, bottom heatmap). Color scales represent Pearson correlation coefficient values calculated on the cpm values of the 25% most variably expressed genes or upon the PSI values of the 25% most variable cassette exons. **G** Gene expression patterns of genes containing the exons belonging to each of the AS clusters in panel **C**. Genes with expression changes correlating with the cluster centroid or its negative (membership > 0.3) are highlighted in blue and green, respectively, while the grey portion represents the (majority of) genes which follow gene expression profiles that do not match the changes in inclusion patterns of their exon(s). Percentage of concordant/contrasting patterns are displayed for each cluster. See also Additional file 1: Figure S1D. **H** Stacked bar plot representing the percentage of cassette exons in each of the AS clusters in panel **C** classified according to the following categories: disrupting the open reading frame (ORF) upon exclusion or inclusion, preserving the transcript ORF, mapping in non-coding RNAs, 3′ UTRs or 5′ UTRs or uncertain. The first column represents all exons differentially spliced between at least one pair of conditions, while the following ones represent the exons belonging to the each AS cluster (indicated below the bar). Fractions < 5% are not indicated. Where indicated, statistical significance was calculated by Fisher’s exact test on the proportion of exons in the cluster compared to the general distribution of all AS exons (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively)

AS analysis was performed using *vast-tools* [21], an event-based software that quantifies percent spliced in (PSI) values of annotated AS events and constitutive exons in all samples. These analyses revealed more than 14,000 AS changes during the entire reprogramming time course (for any possible pair of conditions: minimum absolute ∆PSI of 10 between PSI averages and minimum difference of 5 between any individual replicates across conditions) and a gradual increase in the number of differentially spliced events when comparing B cells to progressive stages of somatic cell reprogramming (Fig. 1B and Additional file 1: Figure S1A). Different classes of AS events were detected, with similar relative proportions at the various time points: 31–47% cassette exons, 5–11% alternative 3′ splice sites and 6–11% alternative 5′ splice sites, and 33–57% retained introns (Fig. 1B).

To classify the dynamics of AS changes during reprogramming, we selected cassette exon (CEx) events differentially spliced in at least one comparison (4556 exons) and performed a fuzzy c-means clustering analysis on their scaled PSI values (*Mfuzz*; [22]). This analysis revealed diverse kinetics of exon inclusion occurring during B cell reprogramming (Fig. 1C, Additional file 1: Figure S1B-C and Additional file 2: Table S1). Six major clusters of AS dynamic profiles were detected: (1) exons that become included already after the C/EBPα pulse; (2) and (3) exons that are regulated either towards increased inclusion or skipping early after OSKM induction (day 2); (4) and (5) exons that display changes in inclusion at middle stages of reprogramming (day 4 onwards); (6) a cluster of exons only included at the latest steps of reprogramming (day 8 onwards) (Fig. 1C). Each of these clusters consisted of 300–500 exons. The inclusion levels of examples of exons belonging to different cluster types were validated by semi-quantitative RT-PCR (Fig. 1D). For reference, changes in the PSI values of *Grhl1* exon 6 and *Dnmt3B* exon 10, previously described to be associated with reprogramming and pluripotency [17, 23, 24] were also quantified and found to follow similar inclusion patterns in B cell reprogramming, compared to the ones previously described in other systems (Fig. 1E).

We next sought to compare general AS and gene expression dynamics during reprogramming. Gene expression was analyzed using the *edgeR* package [25] and the level of similarity between each pair of conditions was estimated using a Pearson correlation coefficient on the cpm (counts per million) values of the most variable genes (3rd quartile coefficient of variation, *n* = 2961). In addition, Pearson correlation coefficient was calculated based on the PSI values from the most variable cassette exons (3rd quartile coefficient of variation, *n* = 1140). Both analyses showed pronounced switches between days 4 and 6 post-OSKM induction (Fig. 1F). Overall, however, most clusters displayed matching profiles in gene expression and AS of any included exon in less than 10% of the genes, reaching a maximum of 20% in a subset of AS clusters (Fig. 1G and Additional file 1: Figures S1D-E). These results argue, as observed before in a variety of other systems (e.g., [26]), that global programs of regulation of gene expression and AS are uncoupled from each other.

Interestingly, a larger proportion of exons included (or skipped) at early stages of reprogramming are predicted to disrupt the open reading frame (ORF) of the transcripts upon exon skipping (or inclusion, respectively), compared to middle/late exons and to the general distribution of mapped alternative exons (Fig. 1H, classification as described in [21]). This suggests a higher impact of AS-mediated on/off regulation of the corresponding protein expression via nonsense-mediated decay (NMD), and a switch to expression of full-length proteins during early steps of reprogramming. Middle clusters, instead, contain more exons predicted to preserve the coding potential of their transcripts, implying modulation of the functions of their encoded protein isoforms rather than on/off switches (Fig. 1H). Consistent with these concepts, while PSI values of cassette exons tend to increase throughout reprogramming (Fig. 1B, blue bars), intron retention—generally leading to NMD—tends to decrease in the course of reprogramming (Fig. 1B, grey bars).

### AS changes at intermediate reprogramming stages show commonalities with MEF reprogramming

As a first step to identify key AS events and potential regulators important for reprogramming, we compared our transcriptome analysis of B cell reprogramming with that of MEF reprogramming [17]. The two datasets differ in the experimental design and time frame (compare Figs. 1A and 2A). Specifically, the MEF system required sorting of cells undergoing reprogramming using the SSEA1 surface marker, while this was not necessary for B cell reprogramming due to its efficiency. To facilitate the comparison between the two transcriptome datasets, *vast-tools* analysis was applied to the MEF dataset [17], which yielded 843 cassette exons differentially spliced (|∆PSI| ≥ 10, range ≥ 5) between any pair of samples of the MEF reprogramming dataset. Despite differences in the experimental setup, 79% of these exons (669 out of 843) were also found to be differentially spliced in B cell reprogramming (Additional file 1: Figure S2A and Additional file 3: Table S2). A similar level of overlap was also observed at the level of other AS events (72% of AS events in general, Additional file 1: Figure S2A). The overlap between differentially spliced exons in the two systems was higher for middle and late AS clusters than for early clusters of B cell reprogramming (Fig. 2B), as might be expected from the convergence on a common program of AS related to pluripotency.

**Fig. 2:**
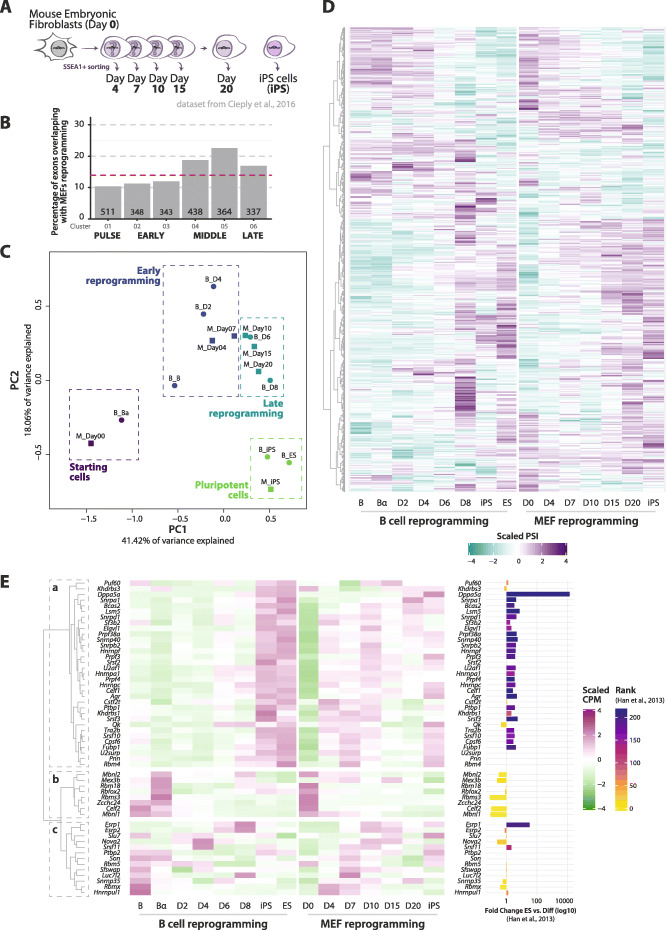
B cell and MEF reprogramming systems share a program of AS changes. **A** Schematic representation of MEF reprogramming time points analyzed by RNA-seq in [17]. **B** Percentage of exons in each B cell reprogramming AS cluster that are also detected as differentially spliced in the MEF reprogramming dataset of [17]. The number of events in each cluster is indicated at the bottom of the corresponding bar. The magenta dashed line indicates the average percentage for all 12 clusters. **C** PCA analysis of the 25% most variably expressed genes, segregated using *k*-means into 4 clusters: differentiated cells, early and late reprogramming and pluripotent cells, highlighted by colors and boxes. Circles: B cell reprogramming time points. Squares: MEF reprogramming time points. **D** Heatmap representing scaled PSI values (average between replicates) of exons differentially spliced in at least one time point in both B cell (left) and MEF reprogramming (right), with the corresponding hierarchical clustering. **E** Heatmap representing the expression of RNA-binding proteins known to be involved in pluripotency, somatic cell reprogramming, and/or development. Scaled cpm values (average between replicates) of both datasets are shown, with the corresponding hierarchical clustering. The bar plot (right) represents (when available) the fold change expression between ES cells and differentiated mouse tissues calculated in [7] and the corresponding ranking (color of the bar).

To further compare the two datasets, we performed a Principal Component Analysis (PCA) on the gene expression of the most variable genes in both datasets (3rd quartile coefficient of variation, *n* = 2679) separating the stages into four distinct groups by *k*-means clustering (Fig. 2C). These groups clearly distinguish between starting cells, early and late stages of reprogramming and pluripotent cells. The PCA allowed us to outline a “reprogramming pseudotime” which was subsequently used to select AS exons and regulators for functional characterization. It also further highlighted the transition between days 4 and 6 in B cell reprogramming, juxtaposing them with days 7/10 in MEF reprogramming. A heatmap displaying the scaled PSI values of the 669 common differentially spliced exons of the two datasets at the different steps of the reprogramming process shows substantial similarities in exon inclusion (Fig. 2D).

In contrast to the similarities in AS profiles between the two reprogramming systems, we observed that expression of RNA-binding proteins (RBPs) previously associated with pluripotency, somatic cell reprogramming, and/or development [7, 9, 14, 17] and presumably mechanistically linked to different aspects of post-transcriptional regulation, differed significantly between the two datasets (Fig. 2E). Despite these more divergent profiles, hierarchical clustering captured three known functional groups, with cluster (*a*) containing factors with higher expression in iPS/ES samples (fold change > 0 and high rank score according to 7, right panel) and known to promote pluripotency/reprogramming, such as *U2af1* or *Srsf2/3* [9, 14]. In contrast, cluster (*b*) contains factors with higher expression in the starting somatic cells, which includes known repressors of reprogramming such as *Mbnl1/2*, *Celf2*, and *Zcchc24* [7, 11, 17]. Finally, cluster (*c*) contains factors with more variegated expression patterns at early and intermediate reprogramming steps (and mildly repressed in iPS/ES cells), including *Esrp1/2* [16, 17] (Fig. 2E).

Taken together, our analyses revealed widespread AS changes during B cell reprogramming, which significantly overlapped with those of MEF reprogramming, especially at intermediate phases of the process.

### Predicted regulators of alternative splicing during somatic cell reprogramming

To infer potential regulators of exons differentially spliced during B cell reprogramming, we extracted gene expression profiles of 507 RBPs (as annotated in the *Uniprot* database), which were detectably expressed (cpm ≥ 5 in at least 33% of samples) and featured a minimum of variation across the B cell reprogramming dataset (coefficient of variation ≥ 0.2). Using the *membership* function of the *Mfuzz* package, we correlated (positively or negatively) the scaled gene expression profile of each RBP to each AS cluster centroid. This allowed us to derive a list of potential regulators whose changes in levels of expression correlate (or anti-correlate) with the profiles of AS changes in each cluster (membership > 0.3) (Fig. 3, Additional file 1: Figure S3 and Additional file 4*:* Table S3)*.* In line with previous work [7, 11, 14], our analysis identified known AS regulators involved in the induction or repression of pluripotency/developmental decisions, such as *Mbnl1/2*, *Celf2* (both potential negative regulators of pulse/late clusters 1/6), and *U2af1* (potential positive regulator of middle cluster 4) (Fig. 3)*.* Importantly, additional RBPs and splicing factors without previously known functions in reprogramming emerged as possible regulators.

**Fig. 3:**
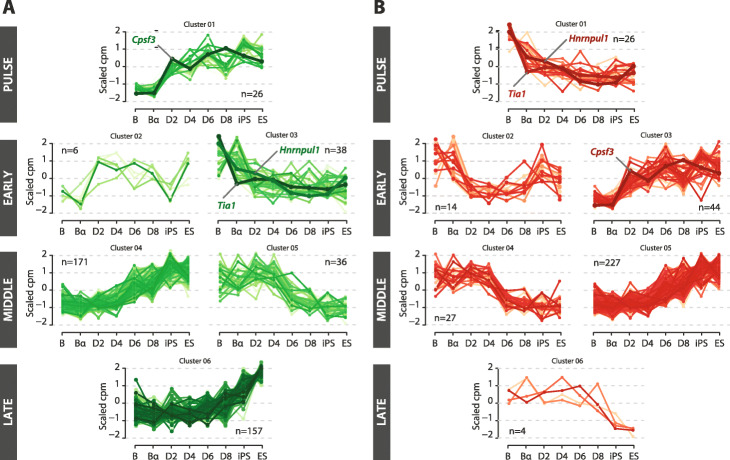
Inferred regulators of AS changes during B cell reprogramming. **A** Gene expression profiles of RNA-binding proteins (RBPs) correlating with the centroid of each AS cluster (positive regulators). Average scaled cpm values are represented by each line and the number of putative positive or negative regulators of each cluster is indicated (1). Expression profiles of *Cspf3*, *Hnrnpul1* and *Tia1* are highlighted. See also Additional file 1: Figure S3A. **B** Gene expression profiles of RBPs correlating with the negative of the centroid of each AS cluster (negative regulators). Displays as in panel **A**. See also Additional file 1: Figure S3B

To further define such regulators, we focused on RBPs that change their expression after the C/EBPα pulse or at early stages of reprogramming for functional validation during the induction of pluripotency, as we speculated that these could drive the inclusion/skipping of both early and intermediate AS exons during the reprogramming of C/EBPα-poised B cells. We selected CPSF3 as a putative positive regulator of very early events because its profile of expression increases during B cell and MEF reprogramming in parallel with centroid of AS changes in cluster 1 (Fig. 3A). While CPSF3 was originally described as part of cleavage / polyadenylation complexes [27], more recent work implicated components of this complex on alternative splicing regulation, including numerous internal exons not linked to the selection of alternative polyadenylation sites [28, 29]. Following a similar logic, we chose two putative negative regulators of cluster 1, namely TIA1, a well-described AS regulator with roles in cell proliferation and development (see below), and hnRNP UL1, a member of the heterogeneous ribonucleoprotein (hnRNP) family whose involvement in splicing regulation is largely unexplored (Fig. 3B). Due to experimental difficulties of genetic manipulation of the B cell reprogramming system (see “Discussion”), we modulated their expression at early stages of MEF reprogramming [30] and examined the consequences on the dynamics of pluripotency induction and on relevant AS alterations.

### Knockdowns of CPSF3 or hnRNP UL1 repress MEF reprogramming

The Cleavage and Polyadenylation Specificity Factor (CPSF) complex is primarily involved in mRNA polyadenylation, but a number of its components, including CPSF3, has been shown to also play a role in splicing [28, 29, 31–33]. *Cpsf3* expression increased early during reprogramming of both B cells and MEFs (Figs. 3A and 4A). The expression of *Hnrnpul1*, an hnRNP whose function in RNA metabolism is poorly understood, decreases in B cells after the C/EBPα pulse and then stabilizes at levels similar to those observed throughout MEF reprogramming (Figs. 3B and 4B).

**Fig. 4:**
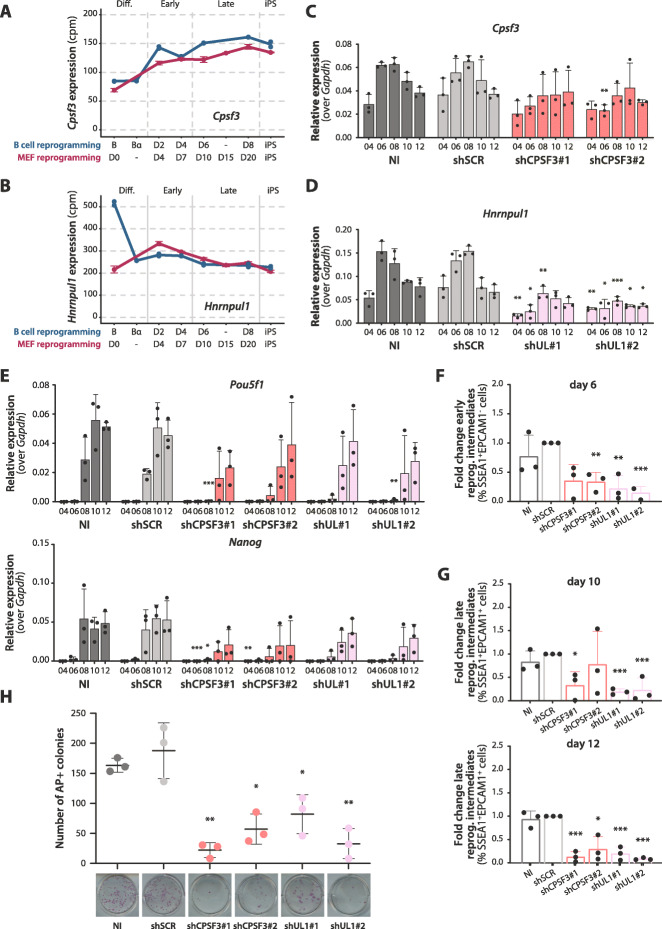
Knockdowns of CPSF3 or hnRNP UL1 impair MEF reprogramming. **A** Gene expression profiles of *Cpsf3* in B cell reprogramming and MEF reprogramming (cpm values, blue and magenta lines, respectively). The *x*-axis represents “reprogramming pseudotime” in both datasets, calculated through the PCA analysis of Figure 2B. **B** Gene expression levels of *Hnrnpul1* in B cell and MEF reprogramming (cpm values, blue and magenta lines respectively), as in panel **A**. **C** Relative expression levels of *Cpsf3* mRNA quantified by RT-qPCR in non-infected cells (NI), cells transduced with a scrambled control shRNA (shSCR) or one of two shRNAs specific for *Cpsf3*. The *y*-axis represents the relative expression (2^(−∆Ct) value) of *Cpsf3* after normalization over *Gapdh*. **D** Relative expression levels of *Hnrnpul1* mRNA quantified by RT-qPCR as in panel **C**. **E** Relative expression levels of *Pou5f1* and *Nanog* quantified by RT-qPCR as in panels **C** and **D**. See also Additional file 1: Figure S4B. **B**–**E** Average of biological triplicates and SD values are shown. Statistical significance was calculated by *t*-test on ∆Ct values compared to the NI control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing using Holm-Sidak method). **F** Reduction of early reprogramming intermediates at day 6 post-OSKM induction upon knockdowns of *Cpsf3* and *Hnrnpul1*. Fold change was calculated from the percentage of SSEA1+EPCAM1− cells (of the total of alive cells) in every condition compared to the shSCR control using flow cytometry analysis. **G** Reduction of late reprogramming intermediates at days 10 and 12 post-OSKM induction upon knockdown of *Cpsf3* or *Hnrnpul1*. Fold change was calculated from the percentage of SSEA1+EPCAM1+ cells (of the total of alive cells) in every condition compared to the shSCR control using flow cytometry analysis. See Additional file 1: Figure S4C for examples of gates. **H** Number of colonies stained with alkaline phosphatase (AP) at day 14 post-OSKM induction upon knockdown of *Cpsf3* or *Hnrnpul1*. On the bottom, images of representative wells are shown for every condition. **F**,**G**,**H** Average of biological triplicates and SD values are shown. Statistical significance was calculated by *t*-test comparing each condition to the shSCR control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Holm-Sidak method)

To test their effects on MEF reprogramming, two different short hairpin RNAs (shRNAs) for each factor were cloned into lentiviral vectors containing a GFP reporter. The protocol used is summarized in Additional file 1: Figure S4A. Briefly, early passage MEFs isolated from reprogrammable mice were transduced with constructs bearing the shRNAs and the cells treated with doxycycline to activate OSKM (day 0). GFP^+^ cells were FACS-sorted 48 h post-infection and seeded on inactivated MEFs serving as feeder layers, to proceed with reprogramming for up to 14 days. Cells were harvested every other day and samples analyzed by RT-qPCR for the expression of the shRNAs target and of pluripotency markers, and by flow cytometry to quantify the proportion of cells expressing the early pluripotency cell surface marker SSEA1 (appearing around days 5–6) and the later pluripotency marker EPCAM1 (appearing around day 8, [34]). At day 14, 2 days after removing doxycycline, cultures were stained for alkaline phosphatase (AP) activity to identify iPS colonies and to assess the efficiency of reprogramming.

Cells infected with shRNAs targeting *Cpsf3* and *Hnrnpul1* were compared with non-infected (NI) cells, as well as with cells transduced with a scrambled control shRNA (shSCR). Knockdown efficiency, quantified by RT-qPCR (Fig. 4C, D), showed a 51% and 58% reduction in *Cpsf3* at day 6 post-infection with shCPSF3#1 and #2, respectively, becoming slightly less efficient during reprogramming (Fig. 4C). Similarly, knockdown of *Hnrnpul1* resulted in 81% and 76% reduction of mRNA levels at day 6 post-infection with shUL1#1 and #2, respectively (Fig. 4D). The increase in the mRNA levels of endogenous *Pou5f1* (encoding OCT4) and *Nanog* pluripotency markers was delayed in both *Cpsf3* and *Hnrnpul1* knockdown cells (compare for example values at day 8 in Fig. 4E and Additional file 1: Figure S4B), suggesting slower reprogramming kinetics. Consistent with these observations, knockdown of *Cpsf3* and *Hnrnpul1* reduced the percentage of cells expressing SSEA1 at day 6 (Fig. 4F) and cells expressing both SSEA1 and EPCAM1 at days 10–12 (Fig. 4G and Additional file 1: Figure S4C). Survival of cells during reprogramming did not seem to be affected in the knockdowns because no significant increase in the proportion of DAPI-stained cells was observed throughout reprogramming (Additional file 1: Figure S4D). Finally, we counted the number of AP positive colonies at day 14 and found that the amount was significantly reduced in cells infected with either the shRNAs targeting *Cpsf3* or those targeting *Hnrnpul1* (Fig. 4H). We finally tested the effects of overexpression of a T7-tagged version of CPSF3 from the beginning of reprogramming (Additional file 1: Figure S4A and E). A trend towards increased expression of *Pou5f1* and *Nanog* at late times of reprogramming upon *T7-Cpsf3* overexpression was observed (Additional file 1: Figure S4F). However, this was not accompanied by enhanced reprogramming efficiency or redistribution of reprogramming intermediates (Additional file 1: Figure S4G-I), likely because of additional rate-limiting steps required to increase the efficiency of this complex process or because of suboptimal timing or levels of overexpression achieved in the experiment.

Taken together, these data show that the knockdown of *Cpsf3* or *Hnrnpul1* reduces the MEF to iPS reprogramming efficiency, therefore arguing that both RBPs contribute to the induction of pluripotency.

### Overexpression of TIA1 represses MEF reprogramming

TIA1 is an RBP and AS regulator [35–37]. *Tia1* mRNA levels decrease early during B cell reprogramming (Figs. 3B and 5A), compatible with a potential role as a repressor of cell reprogramming in this system. Because depletion of TIA1 induces mouse embryonic lethality and the protein is important for MEF proliferation, cell cycle progression, autophagy, and numerous signaling pathways [38], we decided to test the effects of TIA1 overexpression during MEF reprogramming. For this purpose, primary MEFs were infected at day 0 (concomitantly with the induction of reprogramming), with retroviral constructs containing a T7-tagged *Tia1* cDNA and a GFP reporter to allow sorting of the transduced cells (Additional file 1: Figure S4A). Levels of *Tia1* were quantified by RT-qPCR (24-fold increase compared to cells transduced with an empty vector, Fig. 5B). Consistent with our prediction from its expression profile in B cell reprogramming, overexpression of *Tia1* repressed the induction of endogenous *Pou5f1* and *Nanog* genes (Fig. 5C and Additional file 1: Figure S5A) and led to a reduction of early SSEA1^+^EPCAM1^−^ cells and of late reprogramming intermediates (SSEA1^+^EPCAM1^+^ cells) compared to empty vector and non-infected controls (Fig. 5D, E and Additional file 1: Figure S5B). In addition, it significantly reduced the count of AP^+^ colonies at day 14 post-OSKM induction compared to controls (Fig. 5F), without substantially affecting the viability of reprogramming cells (Additional file 1: Figure S5C). Of note, overexpression of *Tia1* delayed the gradual skipping of *Lef1* exon 6, a conserved AS event between B cell and MEF reprogramming (Fig. 5G), which might partially explain the observed reduction in reprogramming efficiency.

**Fig. 5:**
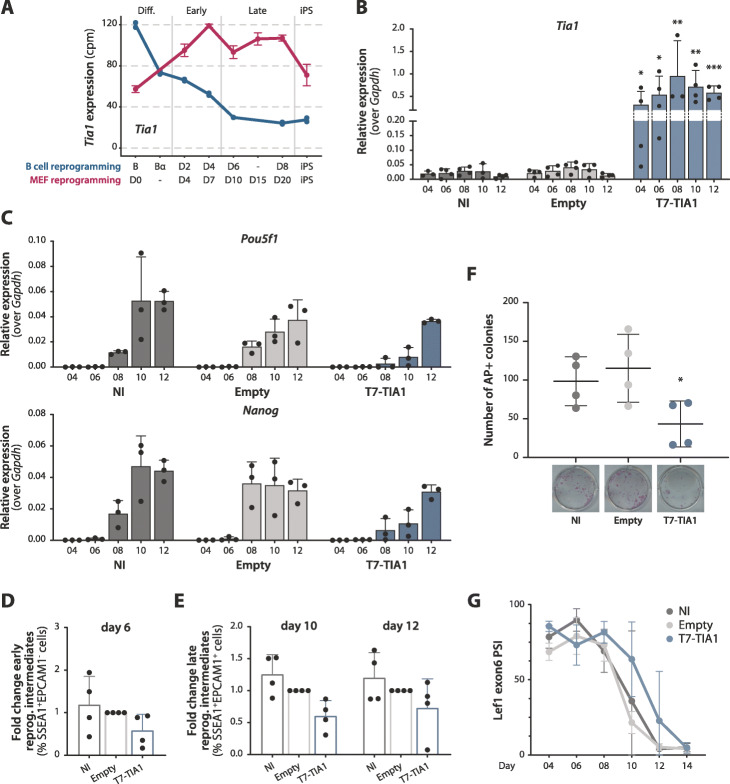
Overexpression of TIA1 impairs MEF reprogramming. **A** Gene expression profiles of *Tia1* mRNA in B cell and MEF reprogramming (cpm values, blue and magenta lines respectively). The *x*-axis represents the “reprogramming pseudotime” in both datasets, calculated through the PCA analysis of Fig. 2B. **B** Expression levels of *Tia1* mRNA relative to *Gapdh*, quantified by RT-qPCR in non-infected cells (NI), cells transduced with an empty vector (Empty) or with T7-*Tia1* cDNA. **C** Expression levels of *Pou5f1* and *Nanog* relative to *Gapdh,* quantified by RT-qPCR as in panel **B**. See also Additional file 1: Figure S4E. **B**,**C** Average of biological replicates and SD values are shown. Statistical significance was calculated by *t*-test on ∆Ct values comparing to the Empty control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Holm-Sidak method). **D** Percentage of SSEA1+EPCAM1− early reprogramming intermediates (day 6 post-OSKM induction) upon *Tia1* overexpression determined by flow cytometry. **E** Percentage of SSEA1+EPCAM1+ late reprogramming intermediates (days 10 and 12 post-OSKM induction) upon *Tia1* overexpression. See Additional file 1: Figure S5B for gating strategy. **F** Number of alkaline phosphatase (AP) positive colonies at day 14 post-OSKM induction upon *Tia1* overexpression. Images of representative wells are shown below. **D,E,F** Average of biological replicates and SD values (*n* = 4). Statistical significance was calculated by *t*-test comparing to the Empty control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Holm-Sidak method). **G** Inclusion of *Lef1* exon 6 upon overexpression of T7-*Tia1*, quantified by semi-quantitative RT-PCR and capillary electrophoresis. Values represent average and SD. Statistical significance calculated by *t*-test on average ± SD of the area under the curve in each condition yielded a *p* value of 0.079

Taken together, the observed reduced expression of TIA1 during B cell reprogramming and its impairment of MEF reprogramming when overexpressed suggest that it functions as a general repressor of pluripotency induction.

### CPSF3, hnRNP UL1, and TIA1 regulate alternative splicing during reprogramming

To assess the effects of CPSF3, hnRNP UL1, and TIA1 manipulation on AS during reprogramming, RNA-seq analyses were carried out with RNAs isolated from MEFs at 0 and at 12 days post-OSKM induction, comparing the effects of *Cpsf3/Hnrnpul1* knockdown (two different shRNAs for each factor) or *Tia1* overexpression with those of the corresponding shSCR/empty vector controls (Fig. 6A). 

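RNA was sequenced from mouse embryonic fibroblasts (MEFs) in which the reprogramming factors OCT4, SOX2, KLF4, and MYC (OSKM) can be induced. The knockdown dataset held 12 libraries, 2 for each of 6 groups: non-infected cells (NI) at day 0 and, at day 12, cells infected with a scrambled shRNA (shSCR), shCPSF3#1, shCPSF3#2, shUL1#1, or shUL1#2. The overexpression dataset held 6 libraries, 2 for each of 3 groups: NI cells at day 0 and, at day 12, cells transduced with the empty vector (Empty) or with *Tia1* carrying the T7 epitope tag (T7-TIA1). One field of the labels places the shUL1#2 cells at day 0 and the NI cells of the overexpression dataset at day 12, whereas the titles of these libraries and the paper place them at day 12 and day 0, the days used here. The authors prepared stranded libraries, sequenced paired-end reads with the samples pooled in separate lanes, and mapped them to the mm10 genome. For each dataset they deposited a table of gene expression, with 9435 genes for knockdown and 9472 for overexpression after their filters on low and invariant genes. Its values are CPM scaled for each library (scaled CPM). In every library the values were whole multiples of one step, and the depth was calculated by taking this step as 1 read on a gene. This gave 104526233 and 108390722 reads on the listed genes for the NI libraries of the knockdown dataset and 100870046 and 99125788 for the shSCR libraries. The libraries infected with shRNAs against *Cpsf3* or *Hnrnpul1* had between 98882289 and 105006758 reads. In the overexpression dataset, the NI libraries had 109047542 and 106761159 reads, the Empty libraries 99955536 and 103449594, and the T7-TIA1 libraries 100400459 and 99273992. For AS, the authors deposited the output of *vast-tools* for 661941 annotated events: the percent spliced in (PSI) of each event, a score of its read coverage, and the reads that show inclusion and exclusion. PSI is the percentage of transcripts that include an exon, retain an intron, or use an alternative splice site. Between 398925 and 449204 events per library had a coverage score of VLOW or better, which requires at least 10 reads. The scaled CPM were compared with *limma* on the scale log2(scaled CPM + 1), all groups of a dataset in the same fit, and p values were adjusted by Benjamini-Hochberg. A fold change on this scale understates the change of genes with low expression. ∆PSI values were taken between the means of the 2 libraries of each group, for events with a score of VLOW or better in every library compared. The choices that can change these numbers include which groups enter the fit, whether libraries with the same replicate number are treated as pairs, which replicates are used, the coverage score, the minimum ∆PSI, the minimum range between libraries, the scaling of the libraries, and the constant added before the logarithm.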

Quantification of gene expression of *Tia1*, *Cpsf3*, and *Hnrnpul1* at the two timepoints is shown in Additional file 1: Figures S6A-B.

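*Cpsf3* (ENSMUSG00000054309, protein coding, chromosome 12 of mm10, 21285391 to 21315056) was expressed at 83.5 ± 1.71 scaled CPM in NI cells at day 0 (SD, n = 2 libraries for this and every other group) and 102 ± 22.1 in shSCR cells at day 12. Its expression was 44.3 ± 8.02 in shCPSF3#1 cells and 59.7 ± 24.5 in shCPSF3#2 cells, where the libraries of replicates 1 and 2 had 42.4 and 77.1. The mean of both shRNAs against shSCR was a log2 fold change of −0.997 (standard error 0.24, *limma* adjusted p = 0.0207 over 9435 genes). Libraries of the same replicate number deviated from their group means together (Pearson r across genes between shSCR and each knockdown group from 0.674 to 0.806, genes not being independent replicates). With the replicate number as a block, the adjusted p of *Cpsf3* was 0.00260. Its adjusted p ranged from 0.00260 to 0.103 over the alternatives and was highest when only shSCR and shCPSF3 libraries entered the fit, the alternative that moved it most. With each library left out in turn, the log2 fold change stayed between −1.22 and −0.78. *Hnrnpul1* (ENSMUSG00000040725, protein coding, chromosome 7, 25721165 to 25754757) was expressed at 192 ± 8.31 scaled CPM in NI cells, 171 ± 20.4 in shSCR cells, 70.8 ± 21.3 in shUL1#1 cells, and 51.2 ± 17.6 in shUL1#2 cells. The log2 fold change over both shRNAs was −1.52 (standard error 0.23, *limma* adjusted p = 0.0101, and 0.00167 with the replicate block), with adjusted p from 0.00167 to 0.0684 over the alternatives. Leaving out each library gave values from −1.70 to −1.35. *Tia1* (ENSMUSG00000071337, protein coding, chromosome 6, 86404219 to 86433405) was expressed at 87.5 ± 21.7 scaled CPM in NI cells of the overexpression dataset, 81.3 ± 6.02 in Empty cells, and 541 ± 102 in T7-TIA1 cells, counted without separating the endogenous gene from the introduced cDNA. The log2 fold change between T7-TIA1 and Empty was 2.71 (standard error 0.21), from 2.52 to 2.90 with each library left out. Its *limma* adjusted p was 0.222 over 9472 genes and 0.494 with the replicate block, with r = 0.186 across genes between the paired deviations of Empty and T7-TIA1. Over the alternatives its adjusted p ranged from 0.00657 to 0.494 and was lowest when only Empty and T7-TIA1 libraries entered the fit.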

**Fig. 6:**
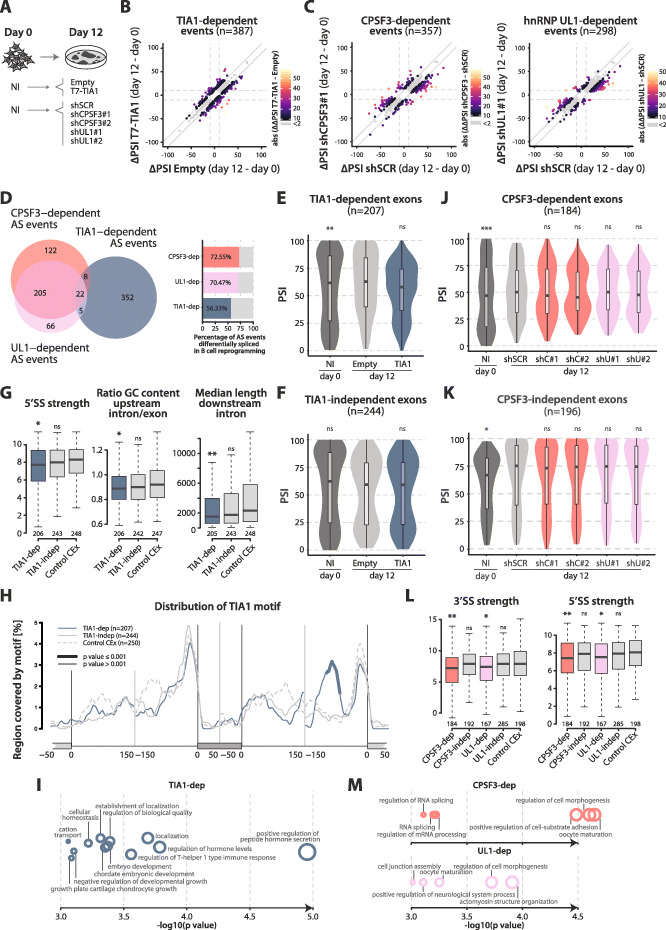
Knockdowns of CPSF3 or hnRNP UL1 and overexpression of TIA1 regulate AS during reprogramming. **A **Schematic representation of the experiments performed to study the effect of TIA1 overexpression / CPSF3 or hnRNP UL1 knockdown by RNA-seq. **B** TIA1-dependent events detected during reprogramming. The *x*-axis represents the ∆PSI value between Empty day 12 and day 0. The *y*-axis represents the ∆PSI value between T7-TIA1 day 12 and day 0 control. TIA1-dependent events (|∆∆PSI(T7-TIA1 − Empty)| ≥ 10) are represented by colored dots (palette representing the |∆∆PSI(T7-TIA1 − Empty)| value, *n* = 387). TIA1-independent events (|∆∆PSI(T7-TIA1 − Empty)| < 2) are represented by grey dots (*n* = 558). **C** CPSF3- and UL1-dependent events detected during reprogramming (left and right, respectively). The *x*-axis represents the ∆PSI value between shSCR day 12 and day 0 control. The *y*-axis represents the ∆PSI value between shCPSF3#1 or shUL1#1 day 12 and day 0 control. CPSF3/UL1-dependent events (∆∆PSI(average_shRNAs − shSCR) ≥ 10) are represented by non-grey-colored dots (palette representing the ∆∆PSI(average_shRNAs − shSCR) value). CPSF3/UL1-independent events (∆∆PSI(average_shRNAs − shSCR) < 2) are represented by grey dots. See Additional file 1: Figure S6C for ∆PSI values of the same events in shRNA#2 conditions. **D** Venn diagram representing the overlap between CPSF3-, UL1-, and TIA1-dependent events (left, the number of events in each category is shown). Barplot representing the percentage of CPSF3-, UL1-, and TIA1-dependent events which are also differentially spliced in B cell reprogramming (right, the percentage of overlap in each category is indicated). **E** Violin plots representing the distribution of PSI values of TIA1-dependent events in non-infected cells (NI, day 0) and day 12 cells infected with Empty or *T7-Tia1* vectors. **F** Violin plots representing the distribution of PSI values of TIA1-independent events as in panel **E**. **E**,**F** Statistical significance was calculated by Fisher’s exact test comparing number of events with intermediate (25 < PSI < 75) or extreme PSI values (PSI ≥ 75 or ≤ 25) in each condition against Empty control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively). See also Additional file 1: Figure S6D. **G** Boxplots representing the distribution of the indicated sequence features of TIA1-dependent exons, compared to TIA1-independent events and a random set of exons with intermediate PSI values not changing throughout reprogramming (Control CEx). Statistical significance was calculated using *Matt*, by paired Mann-Whitney *U* test comparing each condition to the Control CEx set (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively). **H** RNA map representing the distribution of TIA1 binding motif in TIA1-dependent exons and flanking introns, compared to TIA1-independent and Control CEx. Thicker segments indicate regions in which enrichment of TIA1 motif is significantly different compared to Control CEx. **I** Gene Ontology (GO) terms enriched in genes containing TIA1-dependent events, compared to a background of all genes containing mapped AS events in the dataset. GO enrichment was calculated using *GOrilla* and GO terms were summarized for visualization using *REViGO*. The *x*-axis and the size of each bubble represent the −log10(*p* value) of each GO term. **J** Violin plots representing the distribution of PSI values of CPSF3-dependent events in non-infected cells (NI, day 0) and day 12 cells infected with shSCR or two shRNAs specific for CPSF3 (shC#1 and shC#2) or UL1 (shU#1 and shU#2). **K** Violin plots representing the distribution of PSI values of CPSF3-independent events as in panel **J**. **J**,**K** Statistical significance was calculated by Fisher’s exact test comparing number of events with intermediate (25 < PSI < 75) or extreme PSI values (PSI ≥ 75 or ≤ 25) in each condition against shSCR control (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively). See also Additional file 1: Figure S6E. **L** Boxplots representing the distribution of sequence features of CPSF3- and UL1-dependent exons, compared to the corresponding CPSF3- and UL1-independent events and Control CEx. Statistical significance was calculated using *Matt*, by paired Mann-Whitney *U* test comparing each condition to the Control CEx set (*, **, *** = *p* value < 0.05, 0.01, 0.001 respectively). **M** GO terms enriched in genes containing CPSF3- and UL1-dependent events, compared to a background of all genes containing mapped AS events in the dataset, performed as in panel **I**

To determine the impact of these perturbations on AS, we calculated differentially spliced events between day 0 and day 12 in each condition as described before (|∆PSI(day12 − day0)| ≥ 10, range ≥ 5). 

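Differential splicing was counted over events with coverage in both NI libraries and both libraries of the day 12 condition, and as this rule holds no test, no p value is given. In shSCR cells, 4663 of 382237 events were differentially spliced between day 0 and day 12, with higher inclusion in 2866 and lower inclusion in 1797. They included 1559 cassette exons and 1523 retained introns. Fewer events passed with the shRNAs against *Cpsf3*: 2623 of 381348 in shCPSF3#1 cells (1506 higher, 1117 lower) and 2521 of 384176 in shCPSF3#2 cells (1474 higher, 1047 lower). The shRNAs against *Hnrnpul1* gave 2795 of 383868 events in shUL1#1 cells (1836 higher, 959 lower) and 2563 of 385688 in shUL1#2 cells (1558 higher, 1005 lower). Cassette exons made up 973, 910, 964, and 923 of these events, in the same order. In the overexpression dataset, 2611 of 384515 events were differentially spliced in Empty cells (1326 higher, 1285 lower, 982 cassette exons) and 2758 of 382591 in T7-TIA1 cells (1344 higher, 1414 lower, 1078 cassette exons). Without the minimum range between libraries, 5702 events passed in shSCR cells and 3778 in Empty cells. Leaving out one replicate of every group moved the counts most. The shSCR count then rose to between 7499 and 8125, and the counts of the other conditions to between 5436 and 7533. With a minimum |∆PSI| of 15, the counts were 2439 in shSCR cells and 1315 in Empty cells.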

TIA1-dependent events were defined as those changing during reprogramming only in the control or the overexpression condition, with |∆∆PSI(TIA1 − Empty)| ≥ 10 (colored dots in Fig. 6B). Similarly, CPSF3-dependent and UL1-dependent events were defined as those with |∆∆PSI(average shRNAs − shSCR)| ≥ 10 (only events selected by both specific shRNAs were considered, 54% and 60% overlap respectively, colored dots in Fig. 6C and Additional file 1: Figure S6C). 

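As the definition holds no test, the reads of each event were also compared between T7-TIA1 and Empty cells, with *limma* on log2 of inclusion reads over exclusion reads, 1 read being added to each. Of 273354 events tested, 9 had an adjusted p under 0.05, whereas 16888 had an unadjusted p under 0.05. With the replicate number as a block, 9 events passed. PSI deviations of same-numbered Empty and T7-TIA1 libraries had r = 0.190 across 11426 events. Testing PSI in percent moved this count most, to 0 events with 14395 at an unadjusted p under 0.05. Of the 9 events, 8 lay in *Tia1*, where reads of the introduced cDNA add to those of the endogenous transcripts. The remaining event, named after its values were seen, was an exon of *Fn1* (MmuEX0019421, chromosome 1 of mm10, 71593071 to 71593235, an annotated coding exon). Its PSI was 97.3 ± 0.106 in Empty cells and 90.5 ± 0.849 in T7-TIA1 cells (SD, n = 2 each), over 31387 to 43067 reads per library (log2 effect −1.90, *limma* adjusted p = 0.0304, and 0.0308 with the block). Among the cassette exons whose Empty and T7-TIA1 libraries were separated by at least 5 PSI, the largest |∆∆PSI| was that of *Tia1* exon MmuEX0047286 (chromosome 6, 86423606 to 86423671, 66 nt, coding). Its PSI fell from 47.1 ± 9.87 to 1.50 ± 0.841 (∆∆PSI −45.6), between 476 and 484 reads in Empty libraries and between 7920 and 11525 in T7-TIA1 libraries. The adjusted p of its reads was 0.0778, and 0.0753 with the block. The next exon, MmuEX0030172 of *Mtss1l* (chromosome 8, 110727829 to 110727837, 9 nt, outside the annotated exons), went from 52.3 ± 5.57 to 11.0 ± 15.6. MmuEX0035300 of *Pitpnm2* (chromosome 5, 124126355 to 124126504, coding) went from 60.9 ± 10.2 to 19.8 ± 1.24. In the knockdown dataset, the PSI of this *Pitpnm2* exon was 46.3 in replicate 1 of shCPSF3#2 and between 28.2 and 30.8 in the other shCPSF3 libraries. Inclusion was higher in T7-TIA1 cells for MmuEX0016447 of *Ehbp1* (chromosome 11, 22062780 to 22062887, coding), from 12.4 ± 2.54 to 46.0 ± 16.0, and for MmuEX0047293 of *Tial1* (chromosome 7, 128447039 to 128447107, coding), from 36.1 ± 11.4 to 69.0 ± 8.86. The libraries of these 4 exons did not overlap, yet the adjusted p of their reads lay between 0.778 and 0.783, and between 0.306 and 0.673 with the block.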

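Of the 3834 events differentially spliced against day 0 with either shRNA against *Cpsf3*, 1310 (34.2%) passed with both, which is 49.9% of the events of shCPSF3#1 and 52.0% of those of shCPSF3#2. For *Hnrnpul1*, 1489 of 3869 events (38.5%) passed with both shRNAs, 53.3% of the events of shUL1#1 and 58.1% of those of shUL1#2. When dependent events were instead called with each shRNA separately, 1700 of the 2784 events called with either shRNA against *Cpsf3* (61.1%) were called with both and in the same direction, and 1439 of 2480 (58.0%) for *Hnrnpul1*. The test on inclusion and exclusion reads compared the mean of both shRNAs with shSCR for 298974 events with coverage in the 12 libraries. At a *limma* adjusted p under 0.05, 2889 events differed for *Cpsf3* (1086 with higher and 1803 with lower inclusion than in shSCR cells) and 988 for *Hnrnpul1* (425 higher and 563 lower). Same-numbered libraries of shSCR and of each knockdown deviated together in PSI, with r from 0.152 to 0.273 across 10642 events. With the replicate block, the counts were 3836 and 1510. Leaving out a single knockdown library moved the counts most, to between 545 and 1516 events for *Cpsf3* and between 99 and 355 for *Hnrnpul1*. With 1 library left in shSCR, no test was made.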

For each RBP, control events, changing during reprogramming but not affected by TIA1, CPSF3, or hnRNP UL1 manipulation, were classified as those differentially spliced between days 0 and 12, either in control or knockdown/overexpression conditions (|∆PSI(day12 − day0)| ≥ 10, range ≥ 5), that display minimal differences between the ∆PSI values in the two conditions (e.g., |∆∆PSI(TIA1 − Empty)| < 2) (grey dots in Fig. 6B, C and Additional file 1: Figure S6C). All sets are summarized in Additional file 5: Table S4.

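Coverage in the 6 libraries of the overexpression dataset was sufficient for 380903 events. An event was taken as TIA1-dependent when |∆∆PSI(T7-TIA1 − Empty)| was at least 10 and it was differentially spliced in at least 1 of the 3 pairwise comparisons among NI, Empty, and T7-TIA1 cells. These criteria were met by 1257 events in 862 genes, 553 with higher and 704 with lower inclusion in T7-TIA1 than in Empty cells. Cassette exons accounted for 498 of them (39.6%), retained introns for 241, alternative 3′ splice sites for 241, and alternative 5′ splice sites for 277. A |∆∆PSI| under 2, with differential splicing against day 0 in Empty or T7-TIA1 cells, was found for 764 events. The count of dependent events rose most with a single library per group, to between 3511 and 4413, and fell most, to 7, when an adjusted p under 0.05 in the read-level test was required. A minimum |∆∆PSI| of 15 left 450 events and one of 20 left 137.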

We thus identified 387 TIA1-dependent events and 558 TIA1-independent events. Similarly, we identified 357 CPSF3-dependent and 298 UL1-dependent events (as well as 429 CPSF3-independent and 662 UL1-independent events). 

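With coverage in all libraries compared, 375244 events were examined for CPSF3 and 378595 for UL1. The average |∆∆PSI| of both shRNAs was at least 10, with differential splicing for each shRNA in at least 1 of the 3 pairwise comparisons with NI and shSCR cells, in 2205 events of 1424 genes for CPSF3 (929 higher and 1276 lower than in shSCR cells). For UL1 these were 1885 events of 1246 genes (861 higher and 1024 lower). Cassette exons made up 830 and 718 events, retained introns 583 and 463, alternative 3′ splice sites 362 and 318, and alternative 5′ splice sites 430 and 386. CPSF3-independent events numbered 447 and UL1-independent events 557. A minimum |∆∆PSI| of 20 left 432 CPSF3-dependent and 319 UL1-dependent events. With an adjusted p under 0.05 in the read-level test in place of differential splicing, 733 and 317 events passed, of which 678 and 300 belonged to these sets. The exons with the largest average |∆∆PSI| and separated libraries included 3 that were the same for both factors, in *Wasf3* and *Dnm1l*. Paired deviations in PSI between shSCR and the knockdowns had r of at least 0.152, and the replicate block is given beside each adjusted p. Exon MmuEX0051720 of *Wasf3* (chromosome 5 of mm10, 146465850 to 146466019, outside the annotated exons) had a PSI of 97.8 in NI and 23.3 ± 9.28 in shSCR cells (SD, n = 2), and 90.9 and 70.1 in shCPSF3#1 and shCPSF3#2 cells. Its ∆∆PSI was 57.2 for CPSF3 (adjusted p of the reads 0.0923, and 0.0282 with the replicate block) and 48.5 for UL1 (0.197 and 0.0671). *Wasf3* exon MmuEX0051719 (chromosome 5, 146460965 to 146461140, coding) changed in the opposite direction, from 71.1 ± 7.48 in shSCR cells to 7.28 and 31.5, with ∆∆PSI of −51.7 (0.0843 and 0.0200) and −42.3 (0.196 and 0.0507). In both *Wasf3* exons, replicate 2 of shCPSF3#2 stood apart, with PSI of 52.1 and 49.5 where the other shCPSF3 libraries had 88.1 to 92.4 and 7.05 to 13.5. Replicates 1 and 2 also differed in shUL1 cells, for the first exon with 90.5 and 57.0 in shUL1#1 and 83.8 and 56.0 in shUL1#2. Exon MmuEX0015293 of *Dnm1l* (chromosome 16, 16318445 to 16318477, 33 nt, coding) had a PSI of 19.6 ± 0.891 in NI and 76.1 ± 1.89 in shSCR cells, against 15.9 ± 0.297 and 32.6 ± 12.6 in shCPSF3 cells and 35.5 ± 7.83 and 31.9 ± 9.52 in shUL1 cells. Its *limma* adjusted p was 0.00553 for CPSF3 and 0.0193 for UL1, and 0.00449 and 0.0121 with the block. For CPSF3, *Epb41l1* MmuEX0016988 (chromosome 2, 156524881 to 156525288, coding) had a ∆∆PSI of 44.5 (adjusted p of 4.75e-04, and 0.00154 with the block) and *Immt* MmuEX0024088 (chromosome 6, 71853179 to 71853268, overlapping coding sequence) one of −43.3 (0.00816 and 0.00411). For UL1, *Taz* MmuEX7033618 (chromosome X, 74288984 to 74289019, coding) had a ∆∆PSI of −39.2 (0.0203 and 0.0261) and *Srpk2* MmuEX0044943 (chromosome 5, 23616327 to 23616390, coding) one of 38.0 (0.0167 and 0.00674). These 4 exons changed in the same direction with the other factor, with ∆∆PSI of 36.3 for *Epb41l1* and −34.4 for *Immt* in shUL1 cells and −39.1 for *Taz* and 38.8 for *Srpk2* in shCPSF3 cells (*limma* adjusted p from 0.00283 to 0.0252, and from 0.00256 to 0.0167 with the block).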

Interestingly, CPSF3-dependent and UL1-dependent events showed a significant overlap (e.g., 70% of UL1-dependent events were also CPSF3-dependent events, of which 98% changed in the same direction) whereas little overlap was observed with TIA1-dependent events (Fig. 6D, left panel). 

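Among events with coverage in the 12 knockdown libraries, 1408 of 1827 UL1-dependent events (77.1%) were CPSF3-dependent, against 0.206% of the events that were not UL1-dependent (odds ratio 1630). All 1408 changed in the same direction (exact binomial 95% interval from 99.7%), and over the 2593 events in either set the ∆∆PSI values had r = 0.941, events not being independent replicates. Both sets contain the same shSCR libraries. With shSCR replicate 1 as the control of one knockdown and replicate 2 as that of the other, the share was 43.2% or 37.1% depending on the assignment, with 94.9% and 93.0% of the shared events in the same direction. With the same single shSCR library for both knockdowns it was 76.4% and 78.5%. Over events with coverage in all 18 libraries, 203 of 1758 UL1-dependent events (11.5%) were TIA1-dependent, against 0.228% of the rest (odds ratio 57.2, two-sided Fisher's exact test, p = 1.98e-257). Of the CPSF3-dependent events, 212 of 2095 (10.1%) were TIA1-dependent, against 0.226% of the rest (odds ratio 49.8, Fisher's exact p = 1.37e-256). Most of the rest do not change from day 0 to day 12, as 4663 of 382237 events did so in shSCR cells. A background of changing events was not run for TIA1, and events are not independent of each other. These odds ratios and p values thus cannot separate shared targets from 2 sets of variable events. Over events with coverage in the libraries of the pair of factors alone, the events shared with TIA1 changed in the same direction in 154 of 207 cases for UL1 (74.4%) and 166 of 216 for CPSF3 (76.9%), and r over the events in either set was 0.204 and 0.239. Libraries of a single replicate moved the shares with TIA1 most, to between 20.9% and 24.9% for UL1 and between 18.8% and 25.2% for CPSF3.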

As we found no strong evidence for cross-regulation between CPSF3 and hnRNP UL1 factors (either in AS or in gene expression, Additional file 1: Figure S6B), these data suggest that CPSF3 and hnRNP UL1 contribute to a common program of AS changes relevant for cell reprogramming. Moreover, TIA1-, CPSF3-, and UL1-dependent events detected in MEFs showed high overlap with events that were also differentially spliced during B cell reprogramming, suggesting that these factors regulate AS events that generally contribute to the induction of pluripotency (Fig. 6D, right panel).

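*Cpsf3* was expressed at 81.4 ± 10.1 scaled CPM in shUL1#1 and 83.9 ± 6.10 in shUL1#2 cells (SD, n = 2). Against shSCR the log2 fold change was −0.29 (standard error 0.24, *limma* adjusted p = 0.451, and 0.200 with the replicate block), from −0.51 to −0.07 with each library left out. *Hnrnpul1* was expressed at 124 ± 8.82 in shCPSF3#1 and 149 ± 24.0 in shCPSF3#2 cells, a log2 fold change of −0.32 (standard error 0.23, *limma* adjusted p = 0.318, and 0.0889 with the block), from −0.44 to −0.20 with each library left out. Same-numbered libraries of the knockdown groups and shSCR deviated together with r of at least 0.674 in expression, and with the block the standard errors were 0.16 for *Cpsf3* and 0.14 for *Hnrnpul1*. Within each replicate number, every one of these knockdown libraries lay below the shSCR library, which had 86.7 and 117.9 scaled CPM of *Cpsf3* and 156.4 and 185.2 of *Hnrnpul1* in replicates 1 and 2. In the PSI table, 68 events of *Cpsf3* and 68 of *Hnrnpul1* had coverage, and 0 of them met the criteria of CPSF3- or UL1-dependent events. In *Cpsf3*, intron MmuINT0041796 had the largest |∆∆PSI|, 4.50 in shCPSF3 cells (adjusted p of the reads 0.0185) and 2.16 in shUL1 cells (0.0982). In *Hnrnpul1*, the largest value was 6.39 for intron MmuINT1020807 in shCPSF3 cells (adjusted p of the reads 0.274). *Tia1* exon MmuEX0047286 was both CPSF3- and UL1-dependent. Its PSI was 21.9 ± 1.43 in NI, 70.0 ± 0.488 in shSCR, 35.2 ± 6.32 and 45.4 ± 4.87 in shCPSF3, and 39.7 ± 2.16 and 33.1 ± 0.693 in shUL1 cells. The ∆∆PSI was −29.7 for CPSF3 (*limma* adjusted p = 0.00477, and 0.00801 with the block) and −33.6 for UL1 (0.00538 and 0.00895). From the shared events and the lack of strong evidence that either factor regulates the other, the paper proposes that CPSF3 and hnRNP UL1 take part in one AS program that matters for reprogramming.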

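The comparison used the 1770 cassette exons that could be read from the paper's Table S1, of which 1769 were found in the PSI table. Of the 498 TIA1-dependent exons, 164 (32.9%) were among them, against 1.37% of the other exons with coverage (odds ratio 35.3, two-sided Fisher's exact test, p = 4.72e-169). Of the 830 CPSF3-dependent exons, 441 (53.1%) were listed, against 1.1% of the others (odds ratio 100.6). For UL1 these were 405 of 718 exons (56.4%), against 1.16% (odds ratio 110.7). The background moved this comparison most for TIA1. Among exons differentially spliced between day 0 and day 12 in the same dataset, 42.4% of the TIA1-dependent and 50.8% of the other exons were listed (Fisher's exact p = 0.0459, the share being lower among the dependent exons). For CPSF3 the shares were 56.0% and 34.1% (Fisher's exact p = 2.12e-17) and for UL1 59.3% and 33.6% (p = 4.56e-23). Exons of one gene are not independent of each other. The paper's list is longer than the part that could be read, and an exon in the unread part counts here as not listed. The part read is sorted by the largest |∆PSI|, so the shares may describe exons with large changes in B cells rather than the whole list. How the unread part would move these shares and tests is not known.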

Focusing on cassette exon events, TIA1-dependent exons (but not TIA1-independent exons) displayed significantly higher PSI values at day 12 compared to day 0 of reprogramming, as well as a relative increase in exons displaying intermediate PSI values (Fig. 6E, F and Additional file 1: Figure S6E). These effects are altered by TIA1 overexpression (Fig. 6E), suggesting that in this system, the typical role of TIA1 is to repress exon inclusion.

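The 498 TIA1-dependent cassette exons had a median PSI of 66.1 in NI and 67.6 in Empty cells. The median change per exon was 1.85, with 287 exons higher and 207 lower in Empty cells. The mean change was 2.94 (two-sided sign-flip permutation test on the mean over exons, p = 1e-05, the smallest p these permutations can give). The median change moved most, to 4.59, with the exons of the paper's Table S4 (permutation p = 2e-04 for their mean change of 4.77), and was 3.48 when replicate 2 of every group was left out. For the 273 TIA1-independent exons, the median change was −10.6 and the mean change −3.17, with 114 higher and 159 lower (permutation p = 0.00633). Intermediate PSI values (25 < PSI < 75) were found for 44.8% of the dependent exons in NI and 47.6% in Empty cells (two-sided Fisher's exact test, p = 0.409). In this and all later comparisons of such shares, the same exons are counted in both groups. Fisher's exact test, which the paper also used, ignores this pairing and the spread between libraries. With the exons of Table S4 in place of this set, the share in Empty cells was 53.6% (Fisher's exact p = 0.0491). Among TIA1-independent exons, the share was 32.2% in NI and 40.3% in Empty cells (Fisher's exact p = 0.0614).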

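In T7-TIA1 cells, the median PSI of the TIA1-dependent exons was 61.2. Inclusion was lower than in Empty cells in 336 of the 498 exons (67.5%, exact binomial 95% interval 63.2 to 71.6%), with a median ∆∆PSI of −11.5. The two-sided sign-flip permutation test on the mean over exons gave p = 1e-05, the smallest possible. Intermediate PSI values were found for 59.0% of the exons, a larger share than with Empty (two-sided Fisher's exact test, p = 3.71e-04), and for 39.9% of the TIA1-independent exons (p = 1 against Empty). With the exons of the paper's Table S4, the share in T7-TIA1 cells was 62.8% (p = 0.0727). In 415 dependent exons, the PSI values of both T7-TIA1 libraries lay on the same side of both Empty libraries with a gap of at least 5, lower in 281 and higher in 134. From the change of these effects upon overexpression, the paper proposes that TIA1 typically represses exon inclusion in this system.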

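Lengths were calculated from the exon and flanking exon coordinates of the deposited PSI table. The 498 TIA1-dependent exons were compared with 233 control exons, whose mean PSI lay between 10 and 90 and changed by at most 2 against day 0 in Empty and T7-TIA1 cells. Median exon length was 104 nt in TIA1-dependent and 98 nt in control exons, and a dependent exon was the longer one in 53.6% of all pairs (two-sided permutation test on ranks, p = 0.114, Benjamini-Hochberg adjusted p = 0.191 over the 9 length comparisons made for the factors). The upstream intron had a median of 2080 nt against 1895 nt (51.0% of pairs, permutation p = 0.673, adjusted p = 0.844). The downstream intron had a median of 2103 nt against 2487 nt (46.1% of pairs, permutation p = 0.0879, adjusted p = 0.191). When only simple cassette exons were used, the dependent exon had the longer downstream intron in 41.7% of pairs (permutation p = 0.00632) and the longer upstream intron in 48.8% (p = 0.706). Against the TIA1-independent exons, the alternative that moved the downstream comparison most, it had the longer downstream intron in 51.9% of pairs (permutation p = 0.383).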

Analysis of sequence features associated with TIA1-regulated exons performed using *Matt* [39] revealed weaker 5′ splice sites, shorter median length of the flanking downstream introns and a larger difference in GC content between the alternative exons and their flanking upstream introns (Fig. 6G), suggestive of a strong dependence of these exons on the process of exon definition [40]. Notably, an enrichment in putative TIA1 binding motifs was detected about 100 nucleotides upstream of the distal 3′ splice site (Fig. 6H), suggesting that binding of TIA1 to this region might repress inclusion of the alternative exon (or enhance pairing between the distal splice sites), leading to exon skipping.

Gene Ontology (GO) enrichment analysis (*GOrilla*; [41]) on the set of genes containing TIA1-dependent AS events compared to a background list of all genes containing mapped AS events (*n* = 11132) showed an enrichment in functions related to peptide/hormone secretion, T-helper cell functions, and embryonic development (Fig. 6I and Additional file 6: Table S5).

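In the overexpression dataset, 11265 genes had an event with coverage. The leading term of the paper's Table S5 for TIA1 is positive regulation of insulin secretion, with a p value of 8.93e-06 reported by the paper. The table lists 9 genes for it. The genes listed for a term come from the paper's own dependent events in these libraries. Finding dependent events in them here is therefore no test of the terms. Events with coverage were found for 8 of these genes, and 6 genes held 6 events that were TIA1-dependent here, 1 with higher and 5 with lower inclusion in T7-TIA1 cells. For positive regulation of peptide hormone secretion, 7 of 9 genes with coverage held 7 dependent events, 1 higher and 6 lower. The table lists 12 genes for regulation of insulin secretion, of which 10 could be read. Of these, 9 had coverage, and 8 held 10 dependent events, 2 higher and 8 lower. The lowest FDR q value in the paper's table for TIA1 is 0.0687.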

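Of the 830 CPSF3-dependent exons, 43.4% had an intermediate PSI in NI cells at day 0 and 59.0% in shSCR cells at day 12 (two-sided Fisher's exact test, p = 2.2e-10). For the 718 UL1-dependent exons the shares were 45.1% and 61.6% (Fisher's exact p = 5.55e-10). Among independent exons, the share was 37.4% at day 0 and 34.5% in shSCR cells for CPSF3 (Fisher's exact p = 0.652), and 40.7% and 35.2% for UL1 (p = 0.302). The share in shSCR cells for CPSF3 moved most with bounds of 20 and 80, to 70.6% (Fisher's exact p = 2.87e-13 against day 0), and was 54.9% when replicate 1 of every group was left out.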

CPSF3- and UL1-dependent exons showed similar inclusion patterns: an increased proportion of intermediate PSIs was observed at day 12 in CPSF3- and UL1-dependent but not in CPSF3- and UL1-independent events (Fig. 6J, K and Additional file 1: Figure S6E). 

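From NI to shSCR cells, the median change per exon was 7.56 PSI for CPSF3-dependent exons and the mean change 2.57, with 466 exons higher and 364 lower (two-sided sign-flip permutation test over exons, p = 0.00141). With the 184 exons of the paper's Table S4, the median change was 9.55, and the test on the mean change of 4.54 gave p = 0.0628. For UL1-dependent exons, the median change was 4.78 and the mean change 1.68, with 380 higher and 338 lower (permutation p = 0.0623). CPSF3-independent exons had a median change of 11.8 and a mean change of 7.08 (127 higher and 44 lower), and UL1-independent exons 12.6 and 8.37 (151 higher and 48 lower), each with p = 1e-05, the smallest p these permutations can give.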

CPSF3- and UL1-dependent exons also showed higher PSI values at day 12 compared to day 0, and an enrichment in exons displaying intermediate PSI values at the end of the reprogramming process (Fig. 6J, K and Additional file 1: Figure S6E). These effects were attenuated, specifically for CPSF3- and UL1-dependent exons, upon knockdown of either of these factors (Fig. 6J, K and Additional file 1: Figure S6E), supporting the notion that their regulatory programs overlap. 

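Compared with shSCR cells, the share of CPSF3-dependent exons with intermediate PSI was lower in each knockdown, at 47.2% in shCPSF3#1 (two-sided Fisher's exact test, p = 1.79e-06), 52.9% in shCPSF3#2 (p = 0.0134), 51.3% in shUL1#1 (p = 0.00187), and 50.4% in shUL1#2 cells (p = 4.6e-04). For UL1-dependent exons it was 47.9% (Fisher's exact p = 2.6e-07), 55.0% (p = 0.0138), 54.5% (p = 0.00748), and 52.8% (p = 9.38e-04), in the same order. The choice of exons reversed the comparison for shCPSF3#2 and for both shUL1 conditions. With the exons of the paper's Table S4, the shares were 71.7% for CPSF3-dependent exons in shCPSF3#2 cells (p = 0.0465) and 74.9% for UL1-dependent exons with either shUL1 (p = 0.0327), each higher than in shSCR cells. For shCPSF3#1 it was 60.3% (Fisher's exact p = 0.915). With replicate 1 of every group left out, the differences were smaller, at 53.3% in shCPSF3#2 against 54.9% in shSCR cells for CPSF3-dependent exons and 53.6% with either shUL1 against 58.6% for UL1-dependent exons. With replicate 2 left out they were larger, at 48.4% against 59.3%, and at 50.4% in shUL1#1 and 50.0% in shUL1#2 against 60.7%. As 1 library was left per group, no p value is given. In CPSF3-independent exons, the shares lay between 32.7% and 36.8% in the knockdowns, and in UL1-independent exons between 36.2% and 37.2%. The difference between dependent and independent exons was not tested. Inclusion relative to shSCR was lower in 464 of 830 CPSF3-dependent exons (55.9%, two-sided sign-flip permutation test on the mean ∆∆PSI, p = 0.00455) and in 374 of 718 UL1-dependent exons (52.1%, p = 0.344).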

Both CPSF3- and UL1-dependent exons displayed weaker 3′ and 5′ splice sites (Fig. 6L). 

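In the knockdown dataset, 11108 genes had an event with coverage. As for TIA1, the genes listed for a term come from the paper's own dependent events in these libraries. Their dependent events here are no test of the terms. The paper's Table S5 lists 16 genes for regulation of cell morphogenesis with CPSF3, of which 8 could be read. All 8 had coverage, and 7 held 13 CPSF3-dependent events, 5 with higher and 8 with lower inclusion than in shSCR cells. The 8 genes listed for positive regulation of cell-substrate adhesion held 17 CPSF3-dependent events (5 higher, 12 lower). For UL1, 4 of the 5 genes with coverage of actomyosin structure organization held 4 UL1-dependent events (2 higher, 2 lower). Of the 14 genes listed for regulation of cell morphogenesis with UL1, 10 could be read, all with coverage, and 9 held 11 UL1-dependent events (6 higher, 5 lower). The lowest FDR q value in the paper's table is 0.152 for CPSF3 and 1 for UL1.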

GO analyses revealed that CPSF3- and UL1-dependent events belong to genes enriched in functional categories related to the regulation of cell morphogenesis, cell-substrate adhesion, and cytoskeleton organization (Fig. 6M and Additional file 6: Table S5). Changes in inclusion levels of selected CPSF3- and UL1-dependent events were validated by semi-quantitative RT-PCR (Additional file 1: Figure S6F).

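RNA-seq values were taken for the exons assayed by RT-PCR, with the replicate block beside each adjusted p, as same-numbered day 12 libraries deviated together in PSI (r from 0.152 to 0.383). Exon MmuEX0035870 of *Plod2* (chromosome 9 of mm10, 92601985 to 92602047, 63 nt, coding) had a PSI of 93.4 ± 0.495 in NI cells and 45.1 ± 21.3 in shSCR cells (SD, n = 2), whose libraries had 60.2 and 30.0. It was 92.3 ± 1.95 and 71.6 ± 8.60 in shCPSF3#1 and shCPSF3#2 cells, and 82.0 ± 7.36 and 78.0 ± 7.50 in shUL1#1 and shUL1#2 cells. The ∆∆PSI was 36.8 for CPSF3 (adjusted p of the reads 0.0455, and 0.0109 with the replicate block) and 34.9 for UL1 (0.0978 and 0.0245). Exon MmuEX0034016 of *Pcnt* (chromosome 10, 76403624 to 76403644, 21 nt, coding) had a PSI of 100 in NI, 26.1 ± 8.17 in shSCR, 73.6 ± 13.2 and 45.3 ± 23.3 in shCPSF3, and 52.1 ± 18.0 and 47.0 ± 27.7 in shUL1 cells. Its ∆∆PSI was 33.3 for CPSF3 (0.234, and 0.0200 with the block) and 23.4 for UL1 (0.458 and 0.0724). Exon MmuEX0029239 of *Afdn* (chromosome 17, 13848355 to 13848375, 21 nt, coding) had a PSI of 82.3 ± 3.70 in NI, 22.4 ± 10.7 in shSCR, 68.5 ± 12.7 and 38.0 ± 27.4 in shCPSF3, and 38.0 ± 18.1 and 45.8 ± 17.1 in shUL1 cells, with ∆∆PSI of 30.8 (0.232 and 0.0751) and 19.5 (0.487 and 0.222). Replicate 1 was higher than replicate 2 in each day 12 group for these 3 exons, and within each replicate number all knockdown libraries lay above the shSCR library. With replicate 1 or replicate 2 alone, the ∆∆PSI for CPSF3 lay between 25.5 and 48.2 for *Plod2*, 26.2 and 40.5 for *Pcnt*, and 24.2 and 37.5 for *Afdn*. For UL1 it lay between 25.1 and 44.7 for *Plod2*, 13.1 and 33.8 for *Pcnt*, and 14.6 and 24.4 for *Afdn*.

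**Figure D1:**
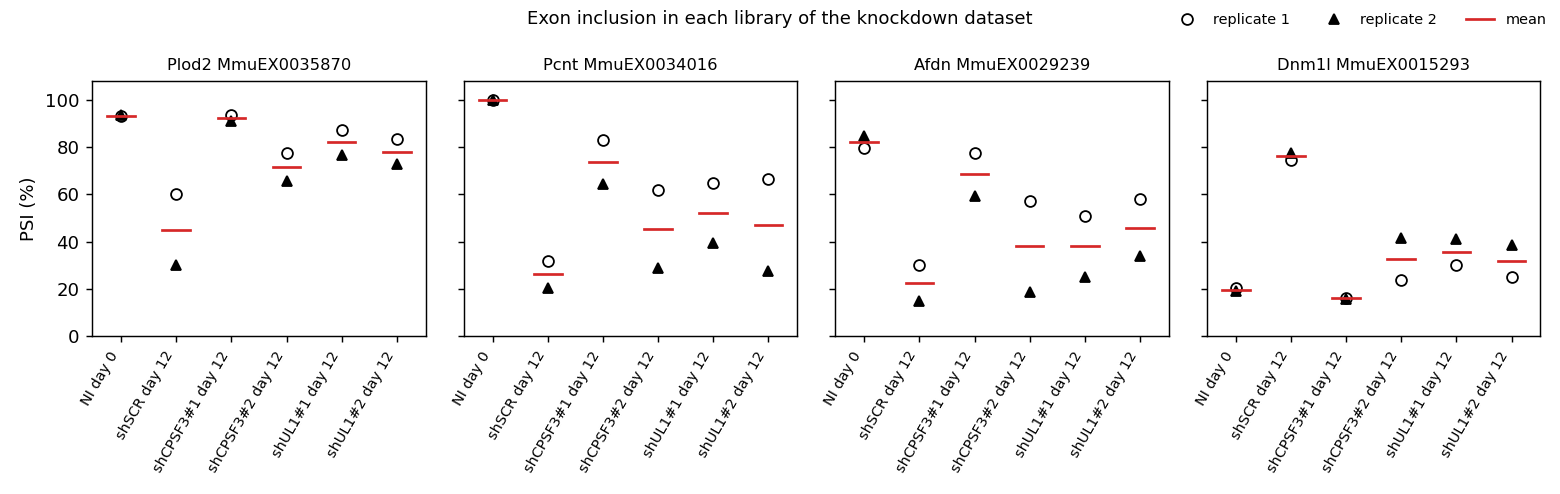
PSI in percent (y-axis) of exons of *Plod2*, *Pcnt*, *Afdn*, and *Dnm1l* in NI cells at day 0 and in shSCR, shCPSF3, and shUL1 cells at day 12 (x-axis), with a circle for replicate 1, a triangle for replicate 2, and a red line for their mean. The libraries of *Plod2* in shSCR cells lie at 60.2 and 30.0, under every knockdown library, and the *Dnm1l* exon lies at 76.1 on average in shSCR cells and under 50 in every knockdown library.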

As CPSF3 was originally described as a cleavage / polyadenylation factor, we asked whether the CPSF3-regulated exons could be the result of changes in alternative polyadenylation (APA) sites. Not unexpectedly, quantification of poly-A usage performed with QAPA [42] revealed hundreds of genes with APA events affected by *Cpsf3* knockdown during reprogramming (277 genes) and, interestingly, also many genes with APA events affected by *Hnrnpul1* knockdown (237 genes) (|∆∆PAU(shRNA–shSCR) ≥ 10). However, the overlap between the genes / exons whose AS or APA were affected by *Cpsf3* or *Hnrnpul1* knockdown was very limited (Additional file 1: Figures S6G-H), suggesting that the mechanisms by which CPSF3 and hnRNP UL1 regulate alternative splicing and 3′ end processing are distinct and independent.

Taken together, these results suggest that the AS regulators TIA1, CPSF3, and hnRNP UL1 function in cell reprogramming through their activities on genes relevant for cell fate decisions. Moreover, CPSF3 and hnRNP UL1 act through a highly overlapping program of splicing changes, while TIA1 affects a different set of AS events. Distinct programs of AS and APA were associated with CPSF3 and hnRNP UL1.

## Discussion

Somatic cell reprogramming holds great promise for fundamental research and medicine. In this study, we have characterized the dynamics of AS changes during the deterministic reprogramming of B cells into iPS cells and have identified three splicing regulators with a role in somatic cell reprogramming, as validated in perturbation experiments performed during MEF reprogramming.

The B cell reprogramming system is a two-step process, in which a pulse of the myeloid-specific transcription factor C/EBPα poises the cells for deterministic reprogramming by the subsequent induction of the OSKM factors, inducing early chromatin opening and epigenetic modifications that silence of the B cell-specific program and induce pluripotency [18–20, 43]. While C/EBPα might not directly impact AS, it remains possible that the pulse of C/EBPα could induce changes in the expression of splicing regulatory factors (e.g., induction of CPSF3 or repression of hnRNP UL1 or TIA1) that trigger a program of post-transcriptional changes that contributes to cell reprogramming or that C/EBPα could have direct effects on the activity of splicing factors.

We observed widespread changes in AS, whose frequency increased as reprogramming progressed. Clustering analysis of cassette exons revealed groups of exons varying in inclusion at very early stages of B cell reprogramming (including following the C/EBPα pulse), but also at middle and late phases after OSKM induction. Of note, early clusters contain a larger proportion of exons predicted to disrupt open reading frames (ORFs) of isoforms predominantly expressed in the B cells, whereas middle clusters contain more ORF-preserving exons. Together with the observation that the majority of regulated introns tend to be retained (leading to ORF disruption) at early stages and are progressively spliced during reprogramming, these findings suggest that, in the transition from early to late stages, AS acts as a switch towards a gain in coding capacity, while at intermediate stages of reprogramming AS acts more commonly as a switch between isoforms.

The AS switch observed between day 4 and day 6 of B cell reprogramming coincides with a transcriptional switch, although the proportion of genes displaying both gene expression and AS changes is lower than expected (typically 1/3 of alternatively spliced transcripts are controlled at the level of gene expression by nonsense-mediated decay [1, 26, 27, 44]. The transcriptomic changes observed during this transition might be mediated at least in part by the replacement of the culture medium from serum + LIF cell to N2B27-based 2i medium at day 6. Exons changing their inclusion levels during this of intermediate period displayed the highest overlap with exons differentially spliced in the reprogramming of MEFs, arguing for the general relevance of these changes in the induction of pluripotency.

Our analysis of changes in expression of RBPs during B cell reprogramming suggested potential regulators of AS, including factors already known to play a role in cell reprogramming such as the pluripotency repressors MBNL1/2 and CELF2 [7, 11], which are downregulated during B cell reprogramming, and positive pluripotency regulators such as U2AF1 and hnRNP H1 [10, 14], which were upregulated during the process, consistent with results described for MEF reprogramming [17]. We focused on three candidate regulators of early AS changes, CPSF3, hnRNP UL1, and TIA1, because they could potentially contribute to the reprogramming advantage acquired by B cells poised by C/EBPα and/or to early events occurring during reprogramming. We found that perturbations of each of the three factors impaired the reprogramming of MEFs. We focused on functional tests in MEFs because of the more technical challenging two-step protocol required for reprogramming B cells, the lower cellular yields, and the lower efficiency of transfection/infection of B cells, which greatly complicates knockdown and overexpression experiments. CPSF3 plays an important role in mRNA polyadenylation, recognizing the polyadenylation signal (PAS) together with the rest of the CPSF complex. In addition to the well-known intense crosstalk between last intron splicing and 3′ end processing [31], CPSF2 and the CPSF complex have been shown to influence splicing of internal exons independently of cleavage and polyadenylation [28, 29, 32]. Furthermore, mutations of the CPSF3 yeast homolog Brr5/Ysh1 have been shown to strongly affect splicing, suggesting that CPSF3 could also play similar direct regulatory functions [33]. hnRNP UL1, instead, is a largely uncharacterized RBP known to participate in DNA damage response [45] and identified as a surface marker of human ES cells, although its functions in this context remain unknown [46]. Recent work in Zebrafish suggests a possible role for Hnrnpul1 in the regulation of AS [47].

Knockdown of *Cpsf3* or *Hnrnpul1* (with two independent shRNAs for each gene) caused a general repression or delay in MEF reprogramming, revealing their functions as promoters of somatic cell reprogramming. Sequence analysis of regulated AS events suggest that CPSF3 and hnRNP UL1 favor the definition of exons harboring relatively weak splice sites. Remarkably, the AS targets of CPSF3 and hnRNP UL1 identified by our RNA-seq analyses show a high overlap (without evidence of cross-regulation between the two proteins), suggesting a concerted mechanism of splice site selection, perhaps as components of the same complex. It is unlikely that the overlap is an indirect consequence of reduced/delayed reprogramming, because TIA1 overexpression also inhibits reprogramming and yet it is accompanied by largely non-overlapping changes in AS. 

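The change of the dependent events was compared with the change of the control cells from day 0 to day 12, for events in which both differ from 0. The ∆∆PSI opposed the change of Empty cells in 892 of 1246 TIA1-dependent events (71.6%, exact binomial 95% interval 69.0 to 74.1%). It opposed the change of shSCR cells in 2060 of 2205 CPSF3-dependent events (93.4%, 92.3 to 94.4%) and in 1771 of 1883 UL1-dependent events (94.1%, 92.9 to 95.1%). The control libraries enter both quantities here. When the change from day 0 to day 12 was taken from the control of the other dataset, the alternative that moved these shares most, they were 61.2% for TIA1, 80.8% for CPSF3, and 79.4% for UL1.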

Our results therefore suggest that multiple, separable AS programs contribute to the regulation of cell reprogramming and that these factors can contribute to reprogramming based upon their activities as splicing regulators, alternative polyadenylation regulators, or both.

TIA1 is a regulator of RNA metabolism influencing mRNA decay and AS implicated in cell proliferation, cell cycle progression, cellular stress, autophagy, and programmed cell death [35, 37, 38, 48] whose depletion induces mouse embryonic lethality [49].

We found that TIA1 overexpression at early stages of reprogramming represses the induction of pluripotency, as reported for MBNL proteins [7]. Binding of TIA1 to U-rich sequences downstream of weak 5′SS helps to recruit U1 snRNP and facilitates exon definition [35–37, 50], while it can also inhibit the inclusion of alternative exons located at a distance from its binding site [51]. As expected, TIA1-dependent exons are enriched in weak 5′ splice sites and other features that support a role in exon definition. Interestingly, TIA1-dependent exons in our system feature an enrichment of predicted U-rich TIA1 binding sites approximately 100 nucleotides upstream of the 3′ splice site located in the downstream intron, suggesting that this configuration serves to repress the inclusion of exons that contribute to cell reprogramming. Since GO terms most enriched in genes bearing TIA1-dependent exons include “positive regulation of peptide hormone secretion,” we hypothesize that TIA1-regulated transcripts could modulate functions related to the senescence-associated secretory phenotype (SASP), which was shown to promote reprogramming of somatic cells and dedifferentiation in cancer [52–54]. Indeed, 7 out of 23 (30%) of the genes belonging to these GO terms were also found in a list of senescence- or SASP-associated genes (*GeneCards* database; [55]).

The finding that overexpression of TIA1 caused a delay in the conserved gradual skipping of *Lef1* exon 6 observed during MEF reprogramming is consistent with a conserved role of the factor in reprogramming, as gradual skipping of this exon was also observed in middle stages of B cell reprogramming along with a decrease in expression of the gene. LEF1 is a transcription factor with important functions in embryonic and T cell development and activation [56–60]. As *Lef1* exon 6 inclusion is promoted by CELF2 during T cell development and activation [61–63] and *Celf2* expression rapidly decreases in both B cell and MEF reprogramming, CELF2 may participate—along with TIA1—in *Lef1* exon 6 regulation during reprogramming. We observed that overexpression of *Lef1* at the start of MEF reprogramming improved reprogramming efficiency (observed as an increase of pluripotency markers and percentage of reprogramming intermediates), with overexpression of the iPS-associated *Lef1* exon 6-skipping isoform displaying stronger effects than the exon 6-including isoform, suggesting a functional role for this switch in cell reprogramming (Additional file 1: Figures S5D-K). We speculate that the gradual skipping of exon 6 affects the interaction of LEF1 with protein partners that either act as coactivators—e.g., ALY [64]—or corepressors—e.g., Groucho/TLE [65], differentially affecting the transcription of target genes. For example, the LEF1-inclusion isoform could promote cell proliferation and maintenance of B cell identity—as observed in the C/EBPα-dependent transdifferentiation system and in pancreatic cancer cell lines [66, 67], while gradual skipping of exon 6 might alter its effect on its target genes with the consequence of inducing pluripotency, most probably in a β-catenin-independent way.

## Conclusions

Our results provide a comparison between AS changes occurring in two very different reprogramming systems and a wealth of information relevant for cell fate decisions and transitions to pluripotency. Furthermore, they demonstrate the functional involvement of the splicing regulators CPSF3, hnRNP UL1, and TIA1 as activators or repressors of efficient cell reprogramming. Our work significantly extends previous knowledge on RNA processing during reprogramming and suggests that AS changes play functional roles during the entire transition of somatic into pluripotent stem cells. It would be interesting to determine whether the AS/APA changes and regulators identified in our work play similar roles during the specification of pluripotent stem cells in early embryo development.

## Methods

### RNA sequencing

For RNA-seq of B cell reprogramming and MEF reprogramming upon TIA1 overexpression and knockdown of CPSF3 and hnRNP UL1, stranded libraries were prepared from samples and sequenced on an Illumina HiSeq 2500 using a 2x125nt paired-end protocol (see “Availability of data and materials”). Duplicates were sequenced for each condition, with samples pooled in separate lanes. RNA-seq data (triplicates of 2x100nt paired-end sequencing) of MEF reprogramming was downloaded from GEO Database ([68], see “Availability of data and materials”).

### Gene expression and alternative splicing analyses

Reads mapping (mm10 annotation) was performed with STAR v2.7.1a [69] and gene expression analysis was performed using the *edgeR* package v3.16.5 [25, 70]. A minimum of 5 counts per million (cpm) was required in 33% of both datasets (5 samples for B cell reprogramming, 6 samples for MEF reprogramming) and a minimum coefficient of variation of 0.2 was required.

Alternative splicing (AS) analysis was performed using *vast-tools* software v2.2.2 [21, 71]. Strand-specific mapping was performed and only events with a minimum of 10 actual reads per sample were considered (VLOW quality score). PSI values for single replicates were quantified for all types of alternative events, including simple and complex cassette exons (S, C1, C2, C3), microexons (MIC), alternative 5′ and 3′ splice sites (Alt5, Alt3) and retained introns (IR-S, IR-C). For cassette exon events (referred to as CEx), PSI values of all annotated exons were also quantified with *vast-tools* (Annotation module ANN). For both B cell and MEF reprogramming, all possible pairwise comparisons between samples were performed, selecting differentially spliced events with a |∆PSI| ≥ 10 and a minimum range of 5 between samples.

For TIA1 overexpression experiments, TIA1-dependent events were defined as events with |∆∆PSI| ≥ 10, where ∆∆PSI = (∆PSI TIA1_day12 − NI_day0) − (∆PSI Empty_day12 − NI_day0). TIA1-independent events were instead defined as events changing in any of the two conditions (|∆PSI| TIA1_day12 − NI_day0 ≥ 10) or (|∆PSI| Empty_day12 − NI_day0 ≥ 10) and having minimal difference between the two conditions (|∆∆PSI| < 2).

Similarly, CPSF3- or UL1-dependent events were events for which in both shRNAs |∆∆PSI| ≥ 10, where ∆∆PSI = (∆PSI average_shC/U_day12 - NI_day0) − (∆PSI shSCR_day12 − NI_day0). CPSF3- or UL1-independent events were instead defined as events changing in any of the knockdown or control conditions (|∆PSI| average_shC/U_day12 - NI_day0) or (|∆PSI| shSCR_day12 − NI_day0 ≥ 10) and having minimal difference between the two conditions (|∆∆PSI| < 2).

### Clustering analysis of alternatively spliced exons and correlation of gene expression profiles

PSI values of exons differentially spliced in at least one pair of B cell reprogramming samples (*n* = 4556) were scaled and centered (referred to as “scaled PSI” values). Fuzzy *c*-means clustering analysis was carried out using the R package *Mfuzz* [22, 72] on the scaled PSI values. The optimal number of clusters (12) was selected on the basis of the minimum distance to the cluster centroid. A *membership* value was assigned to correlate gene expression profiles to each AS clusters, either of genes containing the AS exons of each cluster or of genes encoding RBPs. To each scaled cpm values vector, we attributed a *membership* value to the centroid of each cluster or to its negative.

### Correlation of B cell reprogramming stages

Pearson correlation coefficient for B cell reprogramming stages was calculated on the most variable expressed genes (cpm ≥ 5 in at least 5 samples and coefficient of variation ≥ 0.73864, corresponding to the 3rd quartile, *n* = 2961) or the most variable exons (differentially spliced in at least one pairwise comparison and coefficient of variation ≥ 0.4107, corresponding to the 3rd quartile, *n* = 1139).

### Prediction of the protein impact of alternative exons

Alternative exons detected by *vast-tools* were classified as described in *vastDB* v2.2.2 [21]. Briefly, following division according to their location in non-coding RNAs, untranslated regions (5′ or 3′ UTRs) or open reading frame (ORF), exons were predicted to disrupt the ORF if their inclusion or skipping would induce a frameshift in their ORF or if they would induce a premature stop codon (PTC) predicted to be targeted by nonsense-mediated decay (NMD) or truncating the protein by more than 300 amino acids. The rest of the ORF-mapping events were predicted to preserve the transcript coding potential.

### Principal component analysis (PCA) and comparison between B cell and MEF reprogramming

Gene expression values were filtered for minimum variation (coefficient of variation ≥ 0.66, corresponding to the 3rd quartile, *n* = 2679), scaled and centered (referred to as “scaled cpm” values). Principal component analysis (PCA) was performed on scaled cpm values of the most variable genes expressed in both B cell and MEF reprogramming. The groups shown were obtained by *k*-means clustering. For heatmaps representing scaled PSI and scaled cpm values in B cell and MEF reprogramming, hierarchical clustering was performed on values of both datasets using Ward’s method and Euclidean distance as the distance metric.

### Correlation of RNA-binding proteins expression to AS clusters

The lists of *Mus musculus* RNA-binding proteins (RBPs) and splicing-related proteins were downloaded from the *Uniprot* database. For RBPs, Uniprot keywords had to match “RNA-binding [KW-0694],” “mRNA splicing [KW-0508],” “mRNA processing [KW-0507],” or “Spliceosome [KW-0747].” Splicing-related RBPs were defined if keywords were matching either “mRNA splicing [KW-0508]” or “Spliceosome [KW- 0747].” Filtered gene expression values were scaled as described above and a *membership* value was attributed to each RBP profiles for each AS cluster centroid and to its negative (RBPs with membership ≥ 0.3 are shown).

### Sequence feature analysis and RNA maps

Sequence features of exons and flanking introns were analyzed using *Matt* software v1.3.0 [39]. Features of TIA1-, CPSF3-, or UL1-dependent exons were compared with the corresponding independent exons and with a set of control cassette exons, representing alternative exons not changing during reprogramming. Specifically, the union of alternative non-changing exons (AS_NC sets, 10 < average PSI < 90 and ∆PSI ≤ 2) in all conditions of each dataset was generated, TIA1- or CPSF3/UL1-dependent events were excluded and a random set was selected, with a size similar to TIA1- or CPSF3-/UL1-dependent and TIA1- or CPSF3-/UL1-independent exon sets. Maximum entropy score is calculated as an approximation of splice site strength [73]. RNA maps for TIA1 M075 motif [74] were generated for the first and last 50 nt of exons and the first and last 150 nt of introns (sliding window = 31, *p* value ≤ 0.05 with 1000 permutations).

### Statistical analyses and plots

Statistical tests were performed as indicated in figures legends with R (v3.6.1) or GraphPad Prism (version 8). Heatmaps were plotted with *ggplot2* package or *heatmap.2* function. Venn diagrams were generated with *VennDiagram* package [75].

### Gene Ontology enrichment analysis

Genes bearing the differentially spliced exons belonging to each set were analyzed for GO term enrichment in contrast to all genes containing any mapped AS event. Analysis was carried out with the “two unranked lists of genes” module of *GOrilla* (Gene Ontology enRIchment anaLysis and visuaLizAtion) tool [41] and summarized using *REViGO* [76]. Statistical significance was defined with *p* value < 1e−03. Only enriched terms for GO process are shown.

### Alternative polyadenylation analysis

Transcript quantification was performed with *Salmon* v1.1.0 [77]. *QAPA* v1.3.0 was used to quantify poly-A site usage for each sample of the knockdown reprogramming dataset, based on the combined annotation of GENCODE and PolyAsite databases as described in [42]. A value of poly-A usage (PAU) was obtained for each site and filtering was applied as described in [42]: transcripts were selected for minimum expression (3 transcripts per million (tpm) in at least 10 out of 12 samples) and for number of poly-A sites (at least 2). Similarly to what was performed for AS, CPSF3- or UL1-dependent APA events were poly-A sites for which in both shRNAs |∆∆PAU| ≥ 10, where ∆∆PAU = (∆PAU shC/U#1/2_day12 − NI_day0) − (∆PAU shSCR_day12 − NI_day0). Overlaps between the coordinates of AS events (largest junction) and APA events (last exon coordinates) were calculated with *Bedtools* v2.25.0 [78]*.*

### Cell culture

Platinum E cells (PlatE), 293 T/17 cells, stromal S17 cells, and primary MEFs serving as feeder cells for B cell reprogramming were kindly provided by the group of T. Graf and cultured in Glutamax Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies) supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin antibiotics (PenStrep, 50 U/ml penicillin; 50 μg/ml streptomycin). All cells were maintained at 37 °C under 5% CO_2_ and routinely tested for mycoplasma.

### Lentivirus production

293T/17 cells were seeded on gelatin-coated 10-cm plates at a density of 3 × 10^6^ cells/plate and incubated overnight. The following day, medium was replaced approximately 2 h before transfection. For each 10-cm plate, 10 μg of the plasmid of interest, 2.5 μg of VSV-G, and 7.5 μg of p∆8.9 were mixed with 61 μl of CaCl2 2.5 M (Sigma) and endotoxin-free water up to 500 μl. While bubbling, 500 μl of 2× HBS pH 7.2 (281 mM NaCl, 100 mM HEPES, 1.5 mM Na2HPO4) were added dropwise, and the mix was incubated for 10 min at room temperature (RT). The solution was added dropwise to the 293T/17 cells, followed by incubation for 24 h at 37 °C. The following day, medium was substituted with 6 ml of fresh medium (reprogramming medium for MEF reprogramming). Viral medium was collected 48 and 72 h after transfection, filtered (0.22 μm pore size), and supplemented as needed.

### Retrovirus production

4.5 × 10^6^ PlatE cells were seeded in gelatin-coated 10-cm plates (0.1% gelatin, Millipore) the day before transfection. To improve efficiency, chloroquine was added approximately 1 h before transfection to a final concentration of 30 μM. For each plate, 20 μg of plasmid was mixed with 60 μl of CaCl2 2.5 M (Sigma) and endotoxin-free water up to 500 μl. While bubbling, 500 μl of 2× HBS pH 7.2 (281 mM NaCl, 100 mM HEPES, 1.5 mM Na2HPO4) were added dropwise, and the mix was incubated for 10 min at room temperature (RT). The solution was added dropwise to the PlatE cells and transfected cells were incubated for 8–10 h. Medium was substituted with 6 ml of fresh medium (reprogramming medium for MEF reprogramming). Viral medium was collected the day after transfection and the following one, filtered (0.22 μm filter pore size), and supplemented as needed.

### C/EBPα-dependent B cell reprogramming

Primary B cell reprogramming was performed as described in [18–20, 79].

### MEF reprogramming

Primary MEFs (P0), obtained from male embryos of a *Collagen-OKSM*, *M2rtta*^*+*^, mouse line [30] were cultured on gelatin-coated plates in MEF medium (DMEM; high glucose + Glutamax, FBS 10%, PenStrep 1×, Sodium Pyruvate 1 mM, HEPES 30 mM, NEAA 1x, β-mercaptoethanol 0.1 mM). Primary MEFs were expanded for a maximum of 2 passages before inducing reprogramming. Early passage MEFs were plated in MEF medium on gelatin-coated 6-well plates at a density of 70,000 cells/well. The following day, infection was performed by substituting the medium with the filtered retroviral or lentiviral supernatant (prepared in reprogramming medium), supplemented with LIF and doxycycline to induce reprogramming. Two subsequent infections were performed, 12 h apart, after which fresh reprogramming medium was added. The following day (day 2), cells were trypsinized and FACS-sorted for GFP expression by flow cytometry. Sorted MEFs were seeded (10,000 cells/well of 12-well plate) on irradiated feeders on gelatin-coated plates (plated the previous day 100,000 cells/well of 12-well plate). Medium was substituted every 2 days starting from day 4. Harvesting was performed every 2 days with trypsin 0.25% to ensure the complete dissociation of the feeder layer. Doxycycline was withdrawn from the culture at day 12 post-OSKM induction and AP staining was performed at day 14 with the Alkaline Phosphatase Kit II (StemGent), according to the manufacturer’s instructions. The number of AP^+^ colonies was quantified with ImageJ software (colony size between 20 and 2000 pixels).

Reprogramming medium is composed by DMEM, high glucose + Glutamax, ES-qualified FBS 15%, PenStrep 0.5×, Sodium Pyruvate 1 mM, HEPES 30 mM, NEAA 1×, and β-mercaptoethanol 0.1 mM. LIF (1000 U/ml) and doxycycline (1 μg/ml) were added freshly.

### Flow cytometry analysis

Cells were trypsinized and stained with a mix of antibodies SSEA1-eFluor 660 (MC-480, eBioscience) and EpCAM-PE (G8.8, eBioscience), both at a 1:50 dilution in 100 μl per sample. Staining was carried out by incubating on ice for 20 min, followed by washing and staining with DAPI (Sigma). Flow cytometry analysis was performed with a BD LSR II analyzer. Gates and compensation between FITC and PE were adjusted on non-stained controls. In total, 10,000 events (alive cells) per sample were acquired.

### Cloning of LEF1 isoforms and TIA1 in retroviral vectors

*Lef1* isoforms were amplified from bulk cDNAs of B cells and iPS (RNA-seq samples) and cloned using Gibson technology [80] into a MIG-pMSCV retroviral vector including an IRES-GFP element. Kozak consensus sequences and an N-terminal T7 tag were inserted before the LEF1 ORF to ensure efficient translation and discrimination from endogenous *Lef1*.

cDNA of mouse *Tia1* was purchased from GenScript in pcDNA3.1 vectors (clone ID: OMu08423D) and cloned using a similar Gibson strategy into the MIG-pMSCV retroviral vector bearing the N-terminal T7 and IRES-GFP elements. Gibson reaction master mixes were provided by the CRG Protein Technologies Core Facility.

### Short hairpin RNAs

Five MISSION shRNAs specific for each splicing regulator were purchased from Sigma in pLKO lentiviral vectors, and their effects were compared with those of SHC002 mammalian non-targeting MISSION shRNA (Sigma). The effect of each shRNA was tested on MEFs and E14 embryonic stem cells, and knockdown efficiency was assessed by RT-qPCR at 72/96 h post-infection using primers specific for each target and normalized by the expression of two housekeeping genes (*Gapdh* and *Rplp0*). The two shRNAs displaying the largest knockdown effects in both cell lines were selected (sequences shown in Additional file 7: Table S6).

### RNA extraction and retrotranscription, semi-quantitative RT-PCR, and real-time qPCR (RT-qPCR)

RNA extraction and DNAse treatment was performed using Maxwell simplyRNA kit (Promega) or RNeasy Mini kit (Qiagen), following the manufacturers’ instructions. In total, 200 ng of total RNA were reverse-transcribed with Superscript III (Invitrogen) following the manufacturer’s recommendations.

PCR reactions were carried out using GoTaq enzyme (Promega) with 1 μl of cDNA diluted 1:5. To quantify inclusion of alternatively spliced exons, capillary electrophoresis was performed using a Labchip GX Caliper workstation (Caliper, Perkin Elmer) at the CRG Protein Technologies Core Facility. The nanomolar content of each band was extracted with LabChip GX software and PSI values were calculated as the ratio between the inclusion amplicon and the sum of inclusion and skipping amplicons.

Real-time quantitative PCR (RT-qPCR) was performed on a ViiA7 Real Time PCR System (Applied Biosystems). Reactions in a total volume of 10 μl contained 2× SYBR Green Master Mix (Applied Biosystems), primers 400 nM and 1 μl of previously synthetized cDNA, diluted 1:5–20. The output Ct values were normalized by the expression of the housekeeping gene *Gapdh* (unless differently stated) and analyzed with ∆Ct/∆∆Ct method. All primers sequences are listed in Additional file 7: Table S6.

## Supplementary Information

**Additional file 1.** Supplementary figures and corresponding legends.

**Additional file 2: Table S1.** Cassette exon events differentially spliced in B cell reprogramming. This table includes the information about the AS cluster each exon belongs to and the predicted effect on its transcript. Data for other types of events is available upon request.

**Additional file 3: Table S2.** Cassette exon events differentially spliced in MEF reprogramming. This table includes the information about the overlap with B cell reprogramming. Data for other types of events is available upon request.

**Additional file 4: Table S3.** Gene expression levels of RBPs correlating with AS clusters (positive and negative predicted regulators).

**Additional file 5: Table S4.** CPSF3-, UL1- and TIA1-dependent and -independent events. This table includes the sets of control cassette exons (CEx) used for KD (CPSF3- and UL1-dependent CEx) or OE (TIA1-dependent CEx).

**Additional file 6: Table S5.** Gene Ontology terms enriched in CPSF3-, UL1- and TIA1-dependent events. This table includes outputs from GOrilla and REViGO analyses.

**Additional file 7: Table S6.** Sequences of primers and shRNAs used in this study.

**Additional file 8.** Review history.

## Data Availability

RNA-seq data of MEF reprogramming upon TIA1 overexpression and knockdown of CPSF3 and hnRNP UL1, generated during the current study, have been deposited in NCBI's Gene Expression Omnibus [68] and are accessible through GEO Series accession number GSE158633 [81]. The code used to process and analyze these data was released under the GNU GPL-3 license (10.5281/zenodo.4724548) and is available at https://github.com/cvivori/AS-reprogramming-KD-OE [82]. The RNA-seq data of B cell [20] and MEF reprogramming [17] analyzed in the current study are available under GEO Series accession numbers GSE96611 and GSE70022, respectively. The code used to process and analyze these data was released under the GNU GPL-3 license (10.5281/zenodo.4723460) and is available at https://github.com/cvivori/AS-BandMEF-reprogramming [83].

# Supplementary material for: Dynamics of alternative splicing during somatic cell reprogramming reveals functions for RNA-binding proteins CPSF3, hnRNP UL1, and TIA1
**Source:** Genome Biol. 2021 Jun 3;22:171. doi: 10.1186/s13059-021-02372-5
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and corresponding legends.

Additional File 1 for

**Dynamics of alternative splicing during somatic cell reprogramming reveals functions for RNA-binding proteins CPSF3, hnRNP UL1 and TIA1**

Claudia Vivori<sup>1,2,§</sup>, Panagiotis Papasaikas<sup>1,#</sup>, Ralph Stadhouders<sup>1,##</sup>, Bruno Di Stefano<sup>1,%</sup>, Anna Ribó Rubio<sup>1</sup>, Clara Berenguer Balaguer<sup>1,%%</sup>, Serena Generoso<sup>1,2</sup>, Anna Mallol<sup>1</sup>, José Luis Sardina<sup>1,%%</sup>, Bernhard Payer<sup>1,2</sup>, Thomas Graf<sup>1,2</sup> and Juan Valcárcel<sup>1,2,3\*</sup>

**Supplementary Figures**

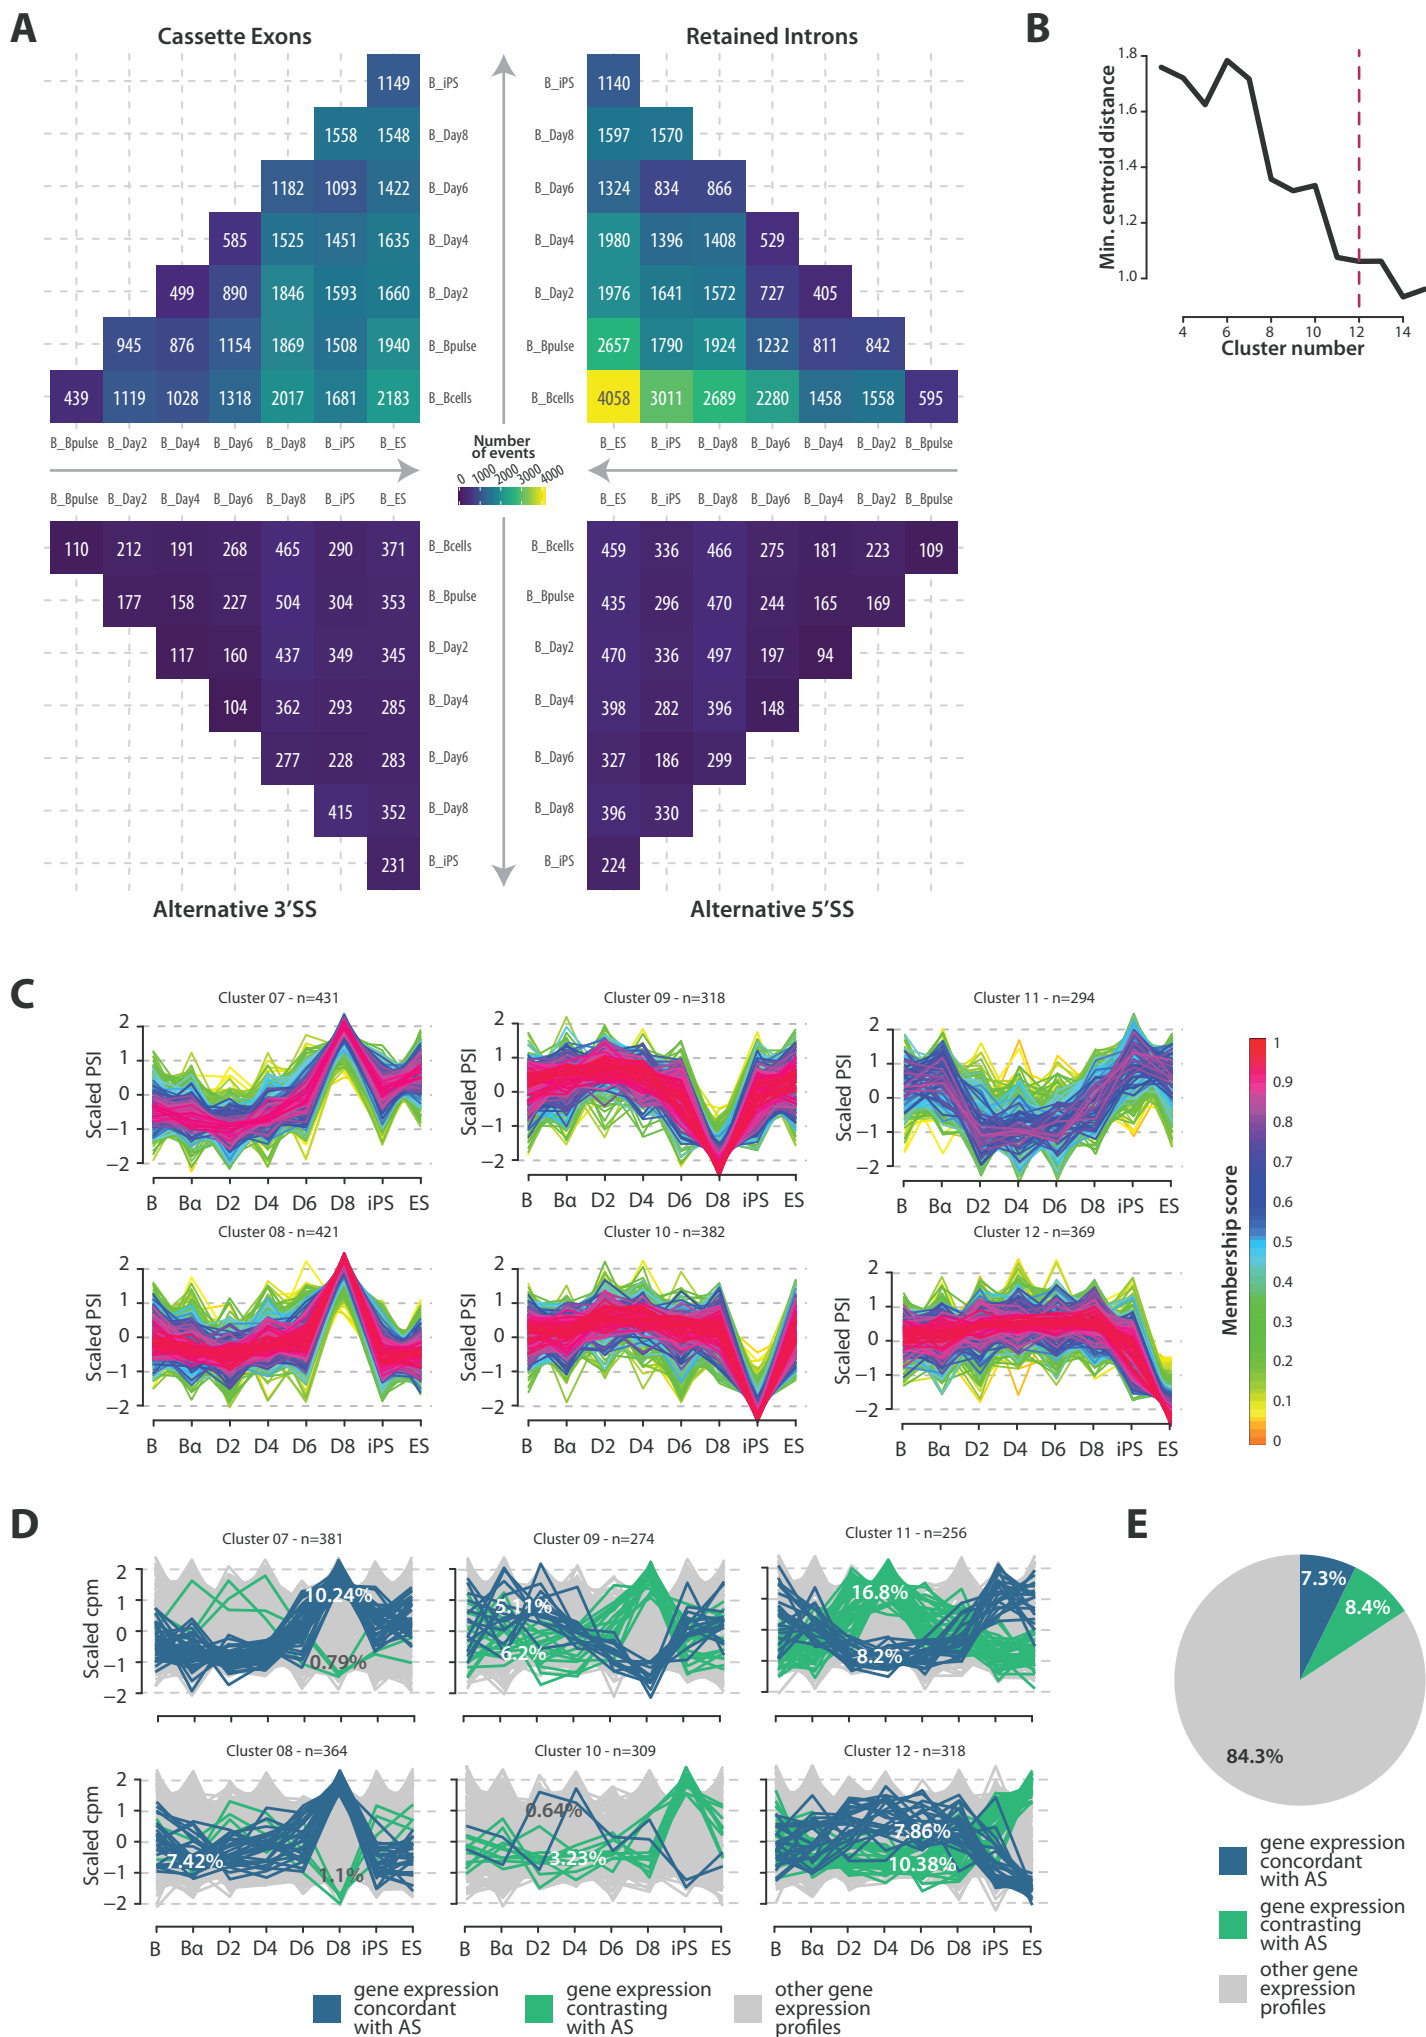

Figure S1

(legend on next page)

**Figure S1. (A)** Heatmaps representing the number of AS events for each AS category (Cassette exons, retained introns, alternative 3' and 5' splice sites) which are differentially spliced between each pair of samples across the C/EBP-mediated reprogramming dataset. The direction of reprogramming time is indicated on the axes by arrows. Related to Figure 1B. **(B)** Variation of the minimum centroid distance score with the number of clusters produced, according to which 12 clusters were selected (magenta dashed line). **(C)** AS clusters not shown in Figure 1C. The size of each cluster is indicated (n). **(D)** Gene expression patterns of genes containing the exons belonging to each of the AS clusters in panel C. Genes with expression correlating with the cluster centroid or its negative (membership > 0.3) are highlighted in blue or green, respectively. Percentage of concordant/contrasting patterns are displayed for each cluster. **(E)** Pie chart indicating the fraction of genes whose gene expression changes are concordant / contrasting with the profiles of AS changes corresponding to their respective cassette exons (average of all the clusters). Colors as in panel G.

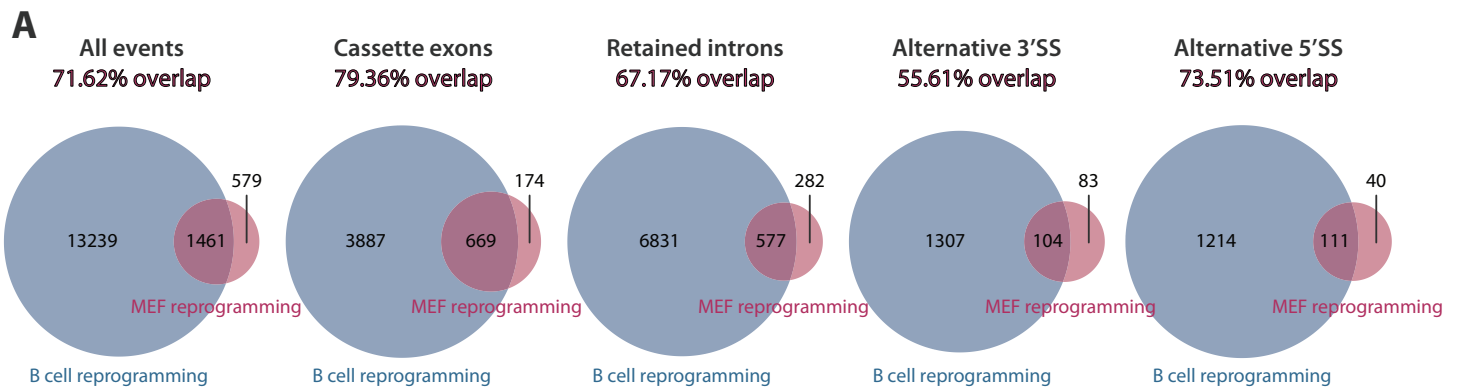

**Figure S2. (A)** Venn diagrams representing the overlap of events differentially spliced between B cell reprogramming (grey) and MEF reprogramming (magenta) from (1).

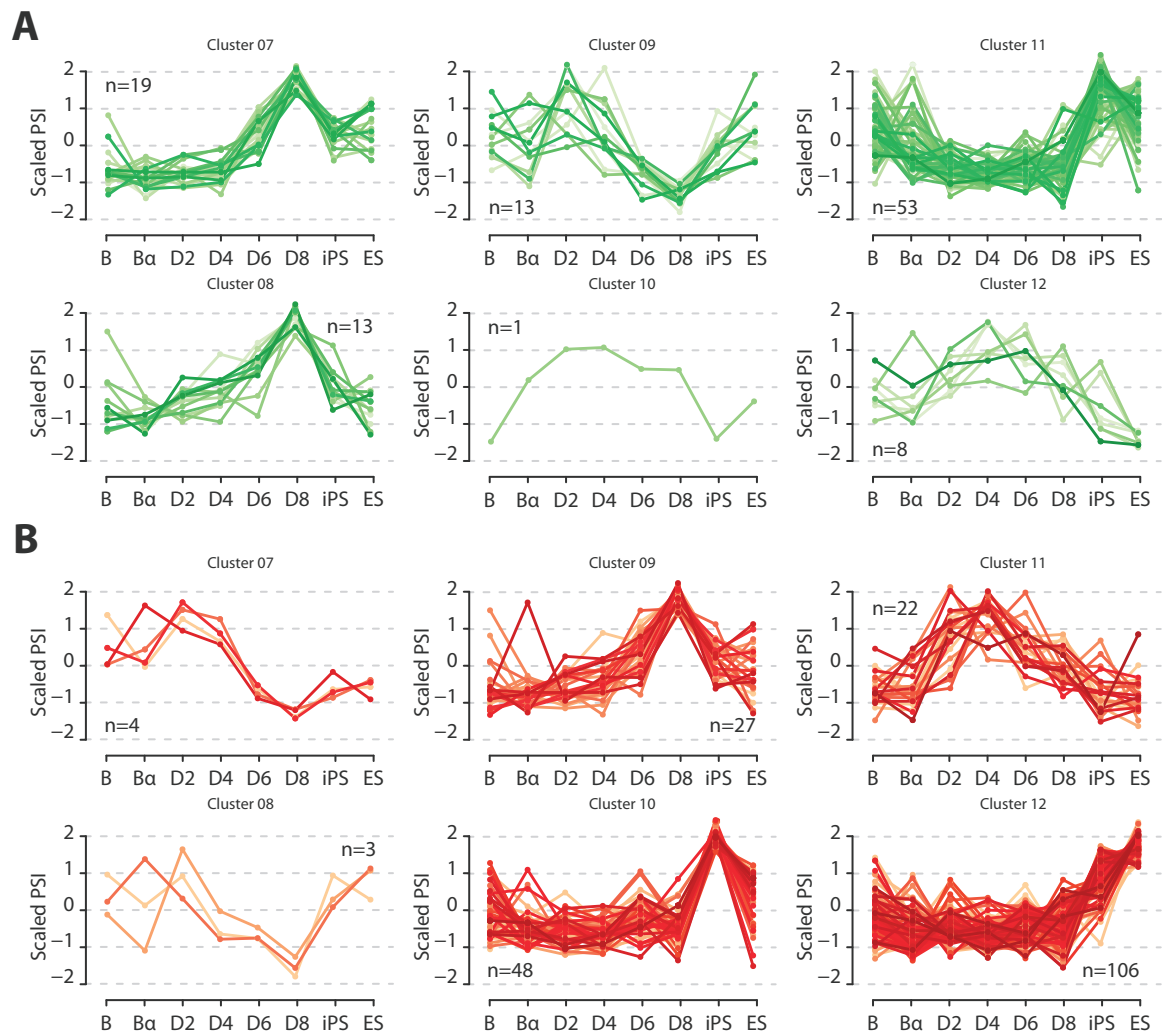

**Figure S3. (A)** Gene expression profiles of RNA-binding proteins correlating with the centroid of each of the remaining AS clusters (shown in Figure S1C and not in 1C) (positive regulators). Average scaled cpm values are represented by each line and the number of regulators of each cluster is indicated (n). **(B)** Gene expression profiles of RNA-binding proteins correlating with the negative of the centroid of each of the remaining AS clusters (shown in Figure S1C and not in 1C) (negative regulators). Average scaled cpm values are represented by each line and the number of regulators in each cluster is indicated (n).

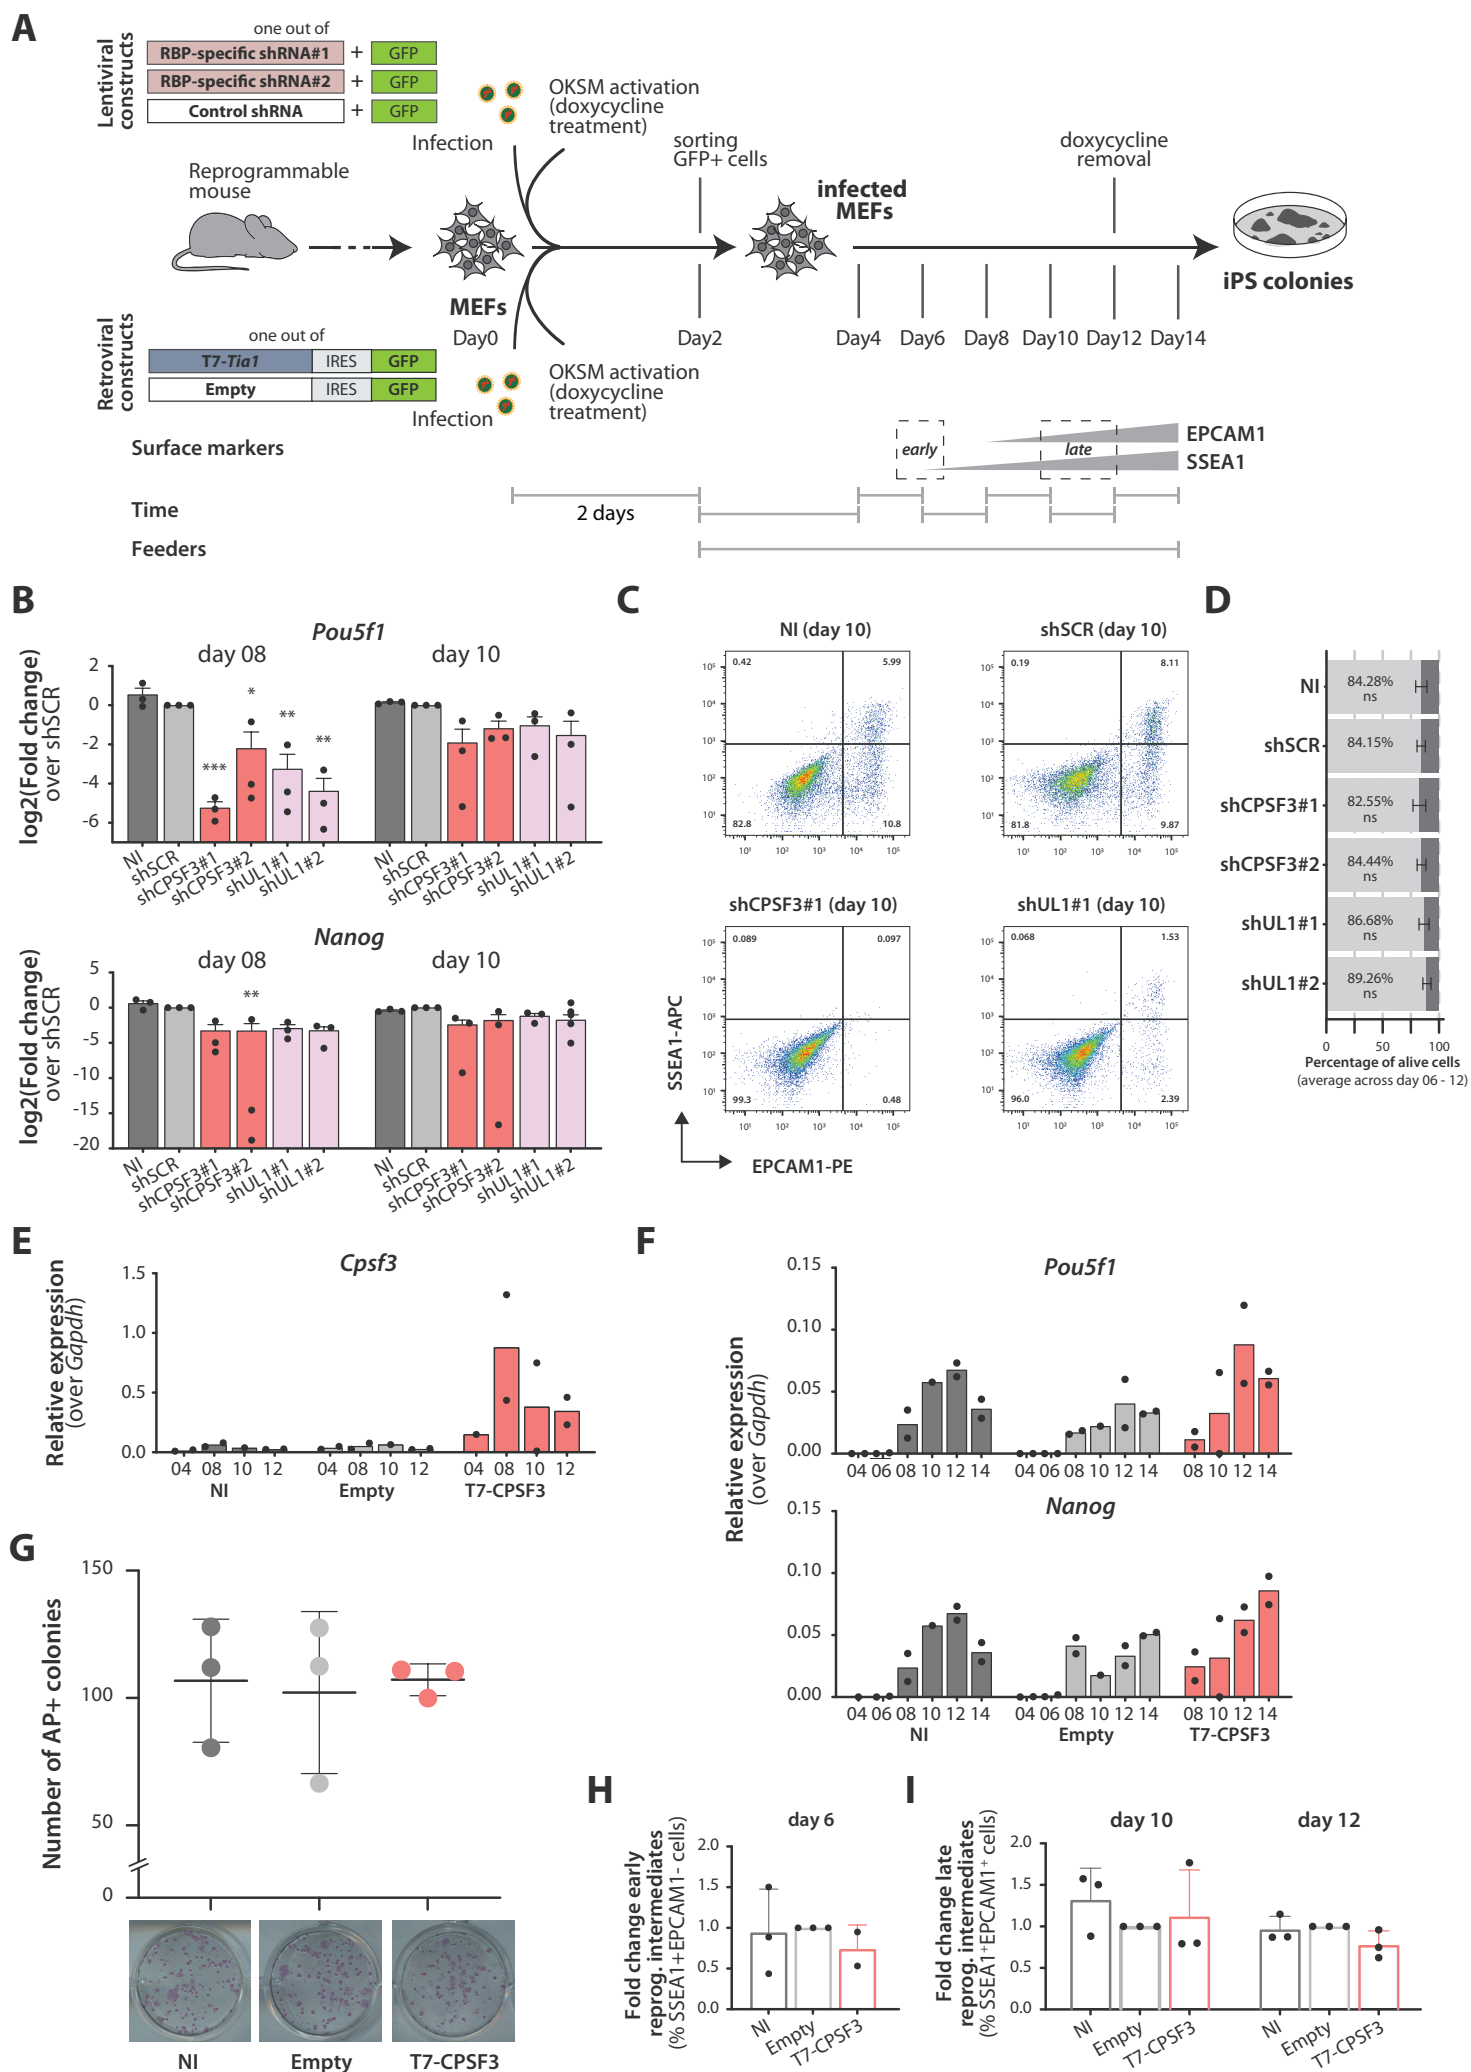

Figure S4

(legend on next page)

**Figure S4. (A)** Schematic representation of the protocol used to knockdown *Cpsf3* and *Hnrnpul1* or overexpress T7-tagged *Tia1* at early stages of MEF reprogramming. **(B)** Gene expression levels of endogenous *Pou5f1* and *Nanog* mRNAs during MEF reprogramming quantified by RT-qPCR and represented as log2(Fold change) for every condition compared to the shSCR control. Average of biological triplicates and SEM are shown. Statistical significance was calculated by two-way ANOVA on  $\Delta\Delta C_t$  values comparing to shSCR (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Sidak method). **(C)** Examples of gating set ups for cell sorting of SSEA1 and EPCAM1 markers at day 10 of reprogramming. Numbers within the rectangles indicate percentages of cells in each gate. **(D)** Barplot representing the percentage of alive (DAPI<sup>-</sup>, light gray) and dead (DAPI<sup>+</sup>, dark gray) cells. Average and SD of days 6, 8, 10 and 12 are shown for each condition. Statistical significance was calculated by Fisher's exact test against shSCR condition (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively). **(E)** Expression levels of *Cpsf3* mRNA relative to *Gapdh*, quantified by RT-qPCR in non-infected cells (NI), cells transduced with an empty vector (Empty) or with T7-*Cpsf3* cDNA. **(F)** Expression levels of *Pou5f1* and *Nanog* relative to *Gapdh*, quantified by RT-qPCR as in panel A. **(G)** Number of alkaline phosphatase (AP) positive colonies at day 14 post-OSKM induction upon T7-*Cpsf3* overexpression. Images of representative wells are shown below. **(H)** Percentage of SSEA1+EPCAM1<sup>-</sup> early reprogramming intermediates (day 6 post-OSKM induction) upon T7-*Cpsf3* overexpression determined by flow cytometry. **(I)** Percentage of SSEA1+EPCAM1<sup>+</sup> late reprogramming intermediates (days 10 and 12 post-OSKM induction) upon T7-*Cpsf3* overexpression.

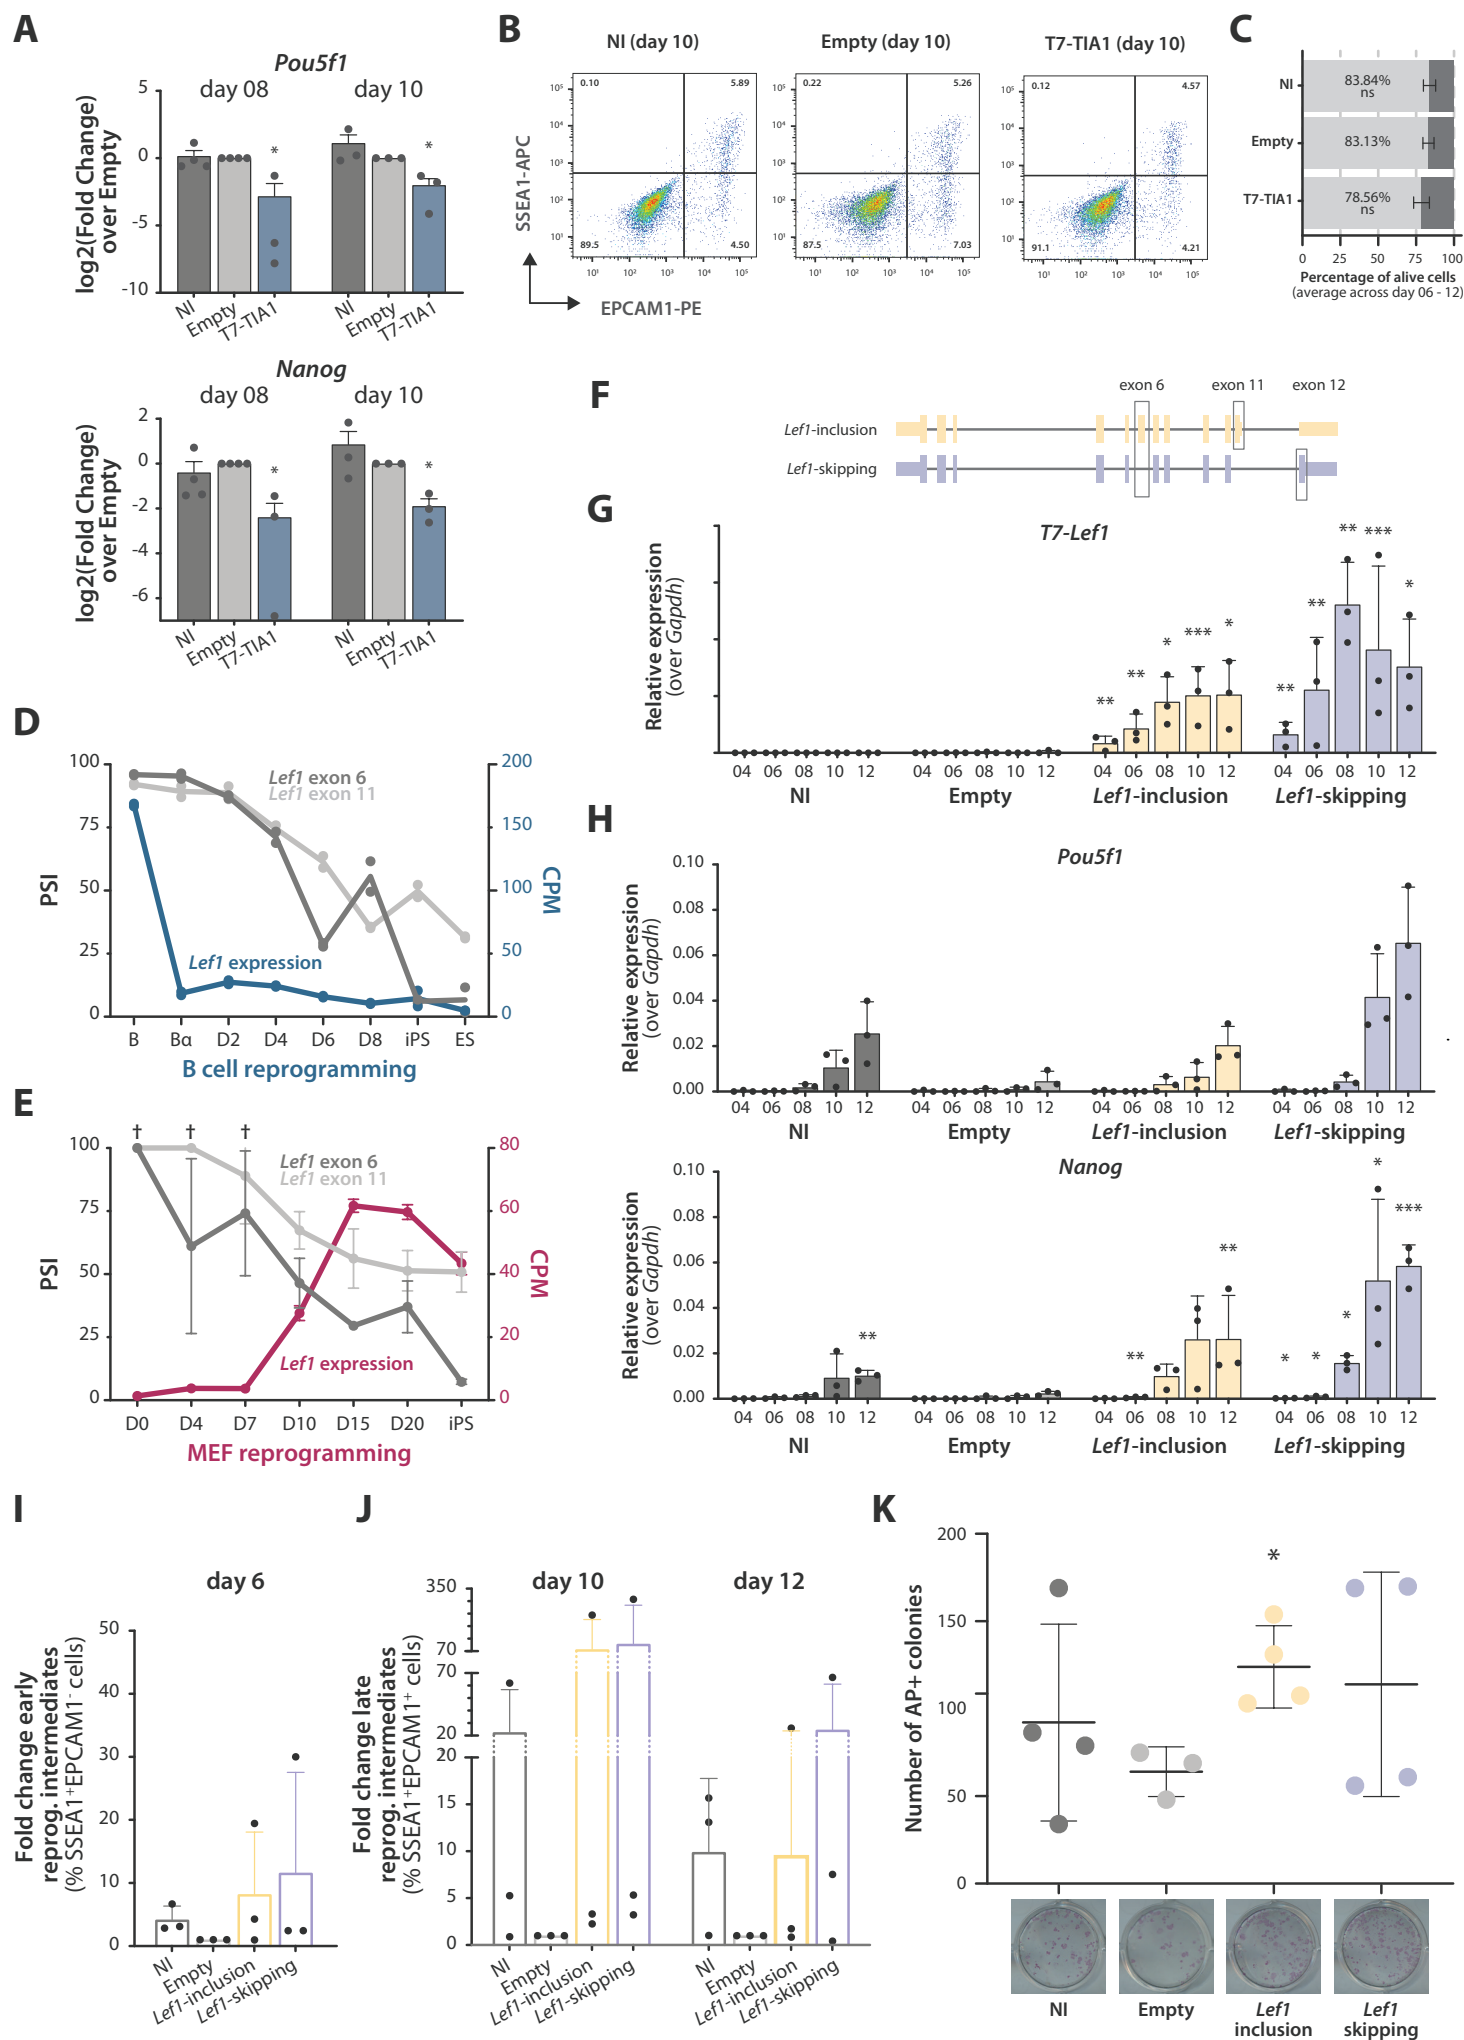

Figure S5

(legend on next page)

**Figure S5. (A)** Expression levels of endogenous *Pou5f1* and *Nanog* mRNAs during MEF reprogramming upon T7-TIA1 overexpression quantified by RT-qPCR and represented as  $\log_2(\text{Fold change})$  of every condition compared to the Empty control. Average of biological replicates and SEM are shown. Statistical significance was calculated by two-way ANOVA on  $\Delta\Delta\text{Ct}$  values comparing to Empty vector (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Sidak method). **(B)** Examples of gating set ups for cell sorting of SSEA1 and EPCAM1 markers at day 10 of reprogramming upon T7-TIA1 overexpression. Numbers within the rectangles indicate percentages of cells in each gate. **(C)** Barplot representing the percentage of alive (DAPI<sup>-</sup>, light gray) and dead (DAPI<sup>+</sup>, dark gray) cells. Average and SD of days 6, 8, 10 and 12 upon T7-TIA1 overexpression are shown for each condition. Statistical significance was calculated by Fisher's exact test against Empty condition (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively). **(D)** Gene expression of *Lef1* gene (cpm values, blue line, right y axis) and PSI values of *Lef1* exon 6 and 11 (grey lines, left y axis) in B cell reprogramming. **(E)** Gene expression of *Lef1* gene (cpm values, magenta line, right y axis) and PSI values of *Lef1* exon 6 and 11 (grey lines, left y axis) in MEF reprogramming. Asterisks point out PSI values calculated with low coverage (less than 10 actual reads). **(F)** *Lef1* pre-mRNA isoforms including exons 6 and 11 (*Lef1*-inclusion) or skipping both (*Lef1*-skipping) are represented. Thin lines represent introns, while wider regions represent exons. Lighter and thinner parts of exons depict 5' and 3'UTR regions. Alternative exons are highlighted. **(G)** Relative expression levels of T7-*Lef1* mRNA quantified by RT-qPCR using specific primers that only amplify exogenous T7-tagged *Lef1*. The y axis represents relative expression ( $2^{-(\Delta\text{Ct})}$  value) of T7-*Lef1* after normalization over *Gapdh*. **(H)** Relative expression levels of *Pou5f1* and *Nanog* quantified by RT-qPCR as in panel D. (G,H) Average of biological replicates and SD values are shown (n=4). Statistical significance was calculated by t-test on  $\Delta\text{Ct}$  values comparing to the Empty control (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Holm-Sidak method). **(I)** Increase in early reprogramming intermediates at day 6 post-OSKM induction upon overexpression of *Lef1* isoforms. Fold change was calculated from the percentage of SSEA1+EPCAM1<sup>-</sup> cells (of the total of alive cells) in every condition compared to Empty control using flow cytometry analysis. **(J)** Increase in late reprogramming intermediates at days 10 and 12 post-OSKM induction upon overexpression of *Lef1* isoforms. Fold change was calculated from the percentage of SSEA1+EPCAM1<sup>+</sup> cells (of the total of alive cells) in every condition compared to the Empty control using flow cytometry analysis. **(K)** Number of colonies stained with alkaline phosphatase (AP) at day 14 post-OSKM induction upon *Tia1* overexpression. The image of a representative well is shown for every condition. (I,J,K) Average of biological replicates and SD values are shown (n=4). Statistical significance was calculated by t-test comparing to the Empty control (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively, corrected for multiple testing with Holm-Sidak method).

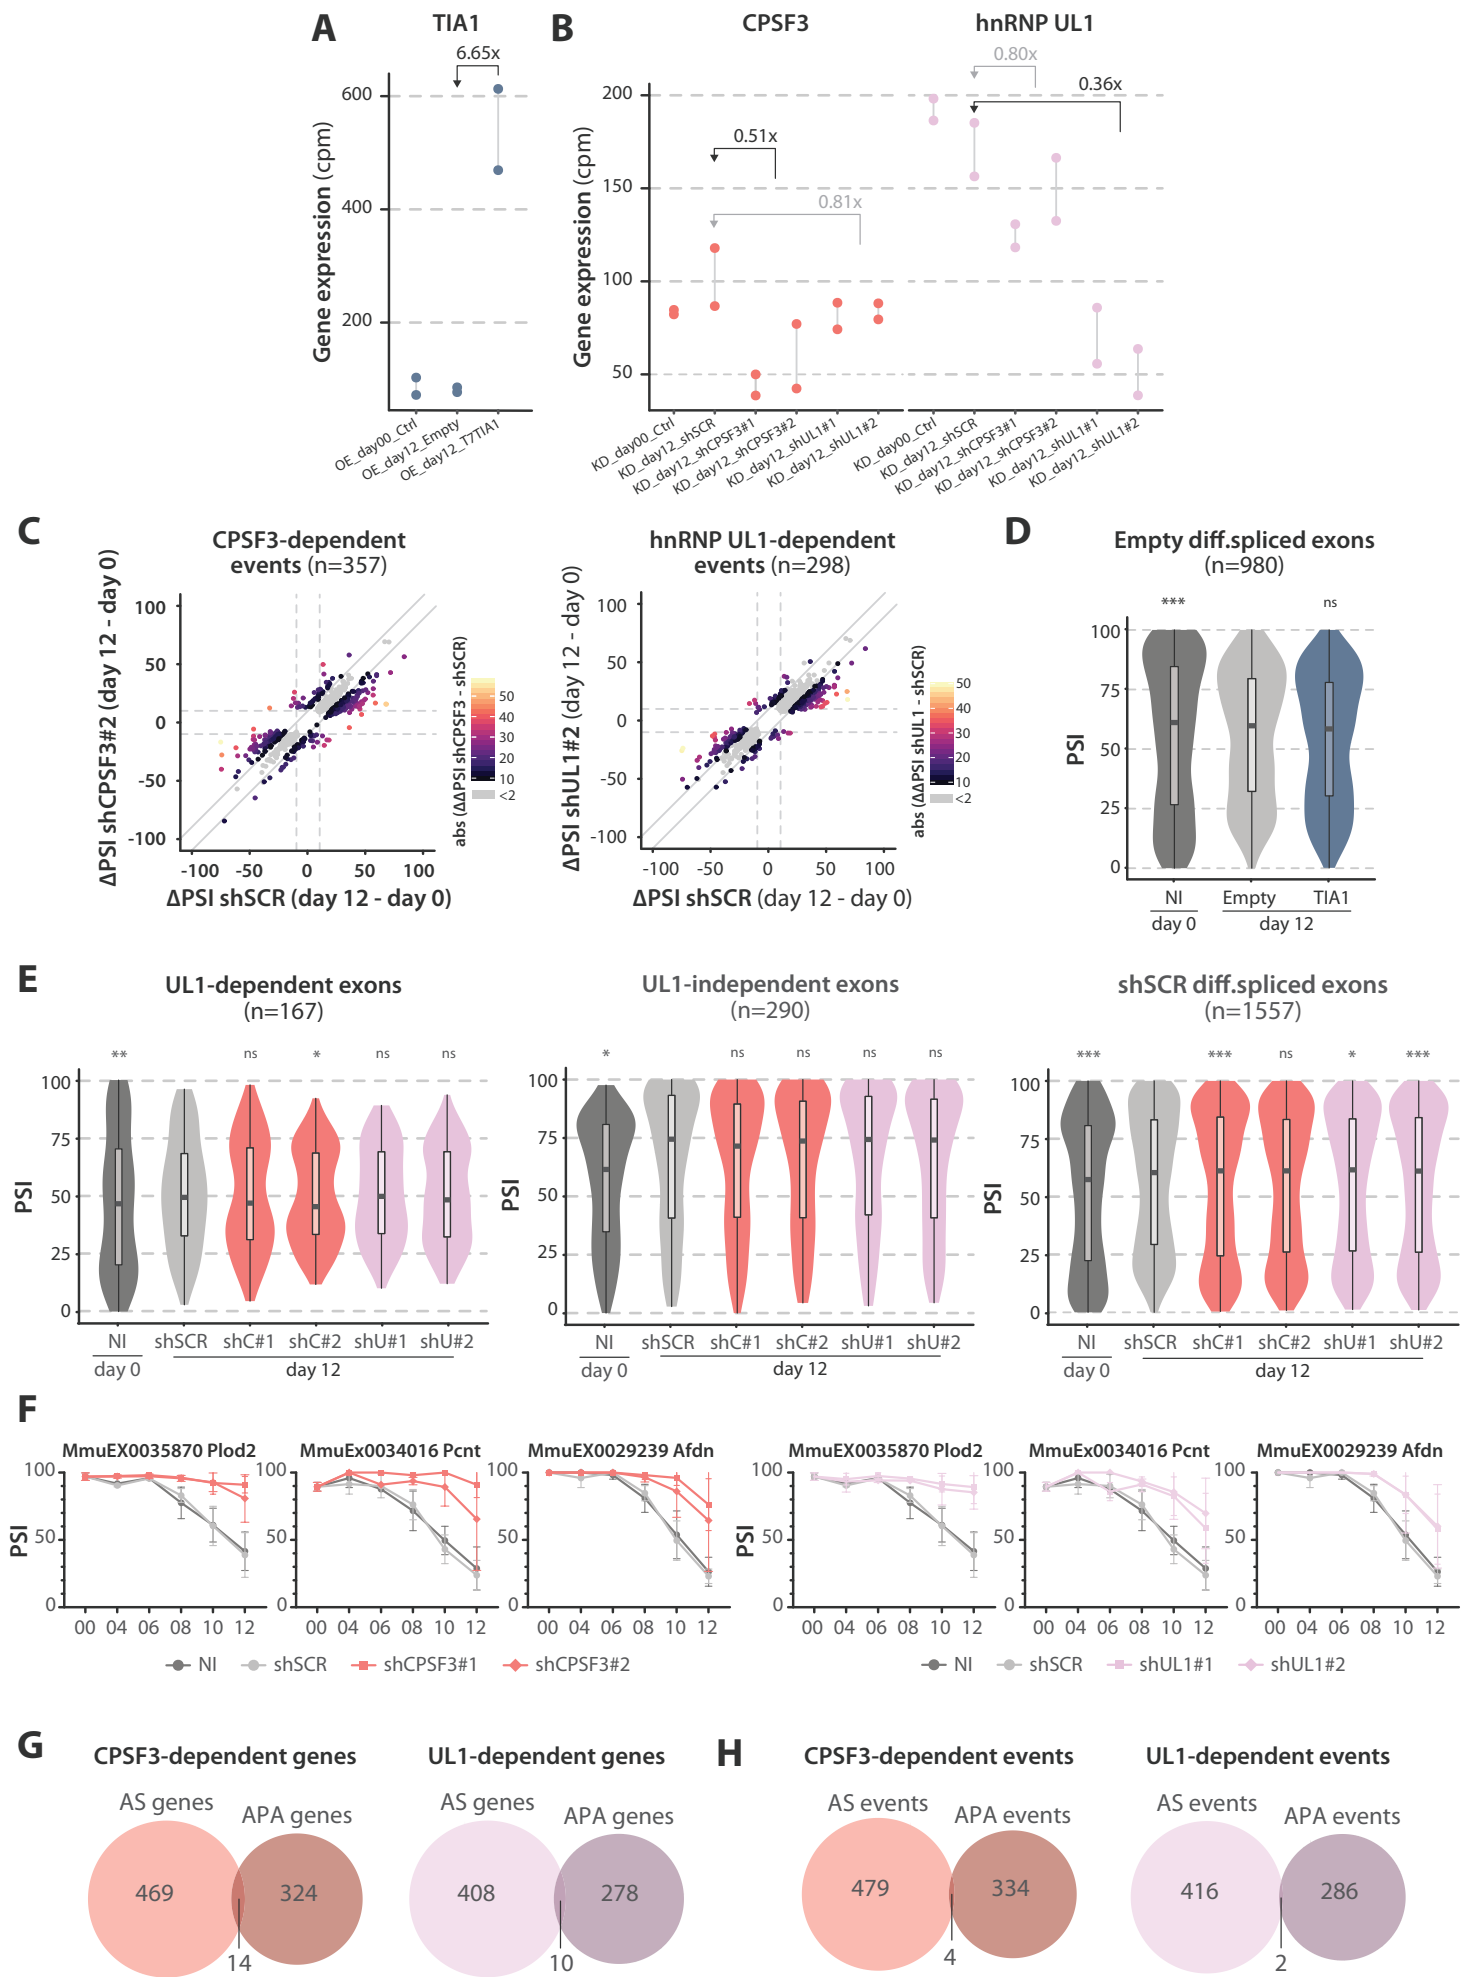

Figure S6

(legend on next page)

**Figure S6. (A)** Expression levels (cpm values) of *Tia1* in the corresponding RNA-seq dataset. Fold change between cells overexpressing *T7-Tia1* and control cells transduced with an Empty vector is shown (day12, average between replicates). **(B)** Expression levels (cpm values) of *Cpsf3* and *Hnrnpul1* in the corresponding RNA-seq dataset. Fold change values between cells infected with specific shRNAs and control shSCR are shown (day12, average between replicates and shRNAs). **(C)** CPSF3- and UL1-dependent events detected during reprogramming (left and right, respectively), representing the  $\Delta$ PSI with the second shRNA (as in Figure 6C). The x axis represents the  $\Delta$ PSI value between shSCR day 12 and day 0 control. The y axis represents the  $\Delta$ PSI value between shCPSF3#2 or shUL1#2 day 12 and day 0 control. Only the events differentially spliced with both CPSF3- or hnRNPUL1-specific shRNAs are shown. Events coloured with the palette indicated are defined as TIA1-dependent events (average  $|\Delta\Delta\text{PSI}(\text{shRNA} - \text{shSCR})| \geq 10$ ), while the others are represented by grey dots. **(D)** Relative to Figures 6E-F. Violin plots representing the distribution of PSI values of exons differentially spliced during reprogramming in Empty conditions ( $|\Delta\text{PSI}(\text{Empty day12} - \text{NI day 0})| \geq 10$  and range  $\geq 5$ ). **(E)** Relative to Figures 6J-K. Violin plots representing the distribution of PSI values of UL1-dependent/-independent exons (top and central panel) and exons differentially spliced during reprogramming in shSCR conditions ( $|\Delta\text{PSI}(\text{shSCR day12} - \text{NI day 0})| \geq 10$  and range  $\geq 5$ , bottom panel). (D,E) Statistical significance was calculated by Fisher's exact test comparing number of events with intermediate ( $25 < \text{PSI} < 75$ ) or extreme PSI values ( $\text{PSI} \geq 75$  or  $\leq 25$ ) in each condition against shSCR control (\*, \*\*, \*\*\* = p value < 0.05, 0.01, 0.001 respectively). **(F)** Inclusion levels of selected CPSF3- and UL1-dependent AS events, quantified by semi-quantitative RT-PCR and capillary electrophoresis. Values represent average and SD. **(G)** Venn diagrams representing the overlap of genes containing CPSF3- and UL1-dependent AS events (lighter color) or APA events (darker color). **(H)** Venn diagrams representing the overlap between coordinates of CPSF3- and UL1-dependent AS events (lighter color) and APA events (darker color).

## References

1. Cieply B, Park JW, Nakauka-Ddamba A, Bebee TW, Guo Y, Shang X, et al. Multiphasic and Dynamic Changes in Alternative Splicing during Induction of Pluripotency Are Coordinated by Numerous RNA-Binding Proteins. *Cell Rep* [Internet]. 2016 Apr;15(2):247–55. Available from: <https://linkinghub.elsevier.com/retrieve/pii/S2211124716302819>

How the deposited data were processed for this re-analysis (not part of the article)

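Gene expression and alternative splicing were measured by RNA-seq in MEFs at day 0 and day 12 of OSKM induction, in 18 libraries with 2 per group. The groups were NI, shSCR, shCPSF3#1, shCPSF3#2, shUL1#1, and shUL1#2 for knockdown (12 libraries) and NI, Empty, and T7-TIA1 for overexpression (6 libraries). Conditions and replicate numbers were taken from the labels of the libraries and the paper. For the shUL1#2 libraries and the NI libraries of the overexpression dataset, the day in one field of the labels differs from that in the titles of the libraries and in the paper, and the paper's day was used.

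The authors mapped the reads to mm10 with *STAR*, obtained CPM with *edgeR*, and kept genes above a minimum in a share of the samples and above a minimum coefficient of variation. The deposited expression values are a signal that is never negative: CPM relative to a library size that was scaled for each library, so that the sums per library differ from one another. The tests had been laid out for plain CPM, and the same test on a logarithmic scale was kept for the scaled values. Within each library, 100% of the values were whole multiples of one step, which was taken as 1 read to derive the depth, but no test was run on counts derived from it. The authors quantified splicing with *vast-tools* in its strand-specific mode and deposited PSI in percent for every annotated event, with no filter on coverage. The deposited table also holds, for each event and library, a text with the coverage score and the reads for inclusion and exclusion. An event was used when its score was VLOW or better, which stands for at least 10 reads, in every library compared.

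Depth limits the precision of both measures. The reads on the listed genes per library were even, between 98882289 and 109047542. The reads behind the events used in each library summed to between 230188416 and 266436417, a read being counted once for each event it informs. An event near the minimum of 10 reads has a wide counting error, which the read-level test takes into account and the ∆PSI criteria do not.

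Expression was tested with *limma* 3.58.1 in R 4.3.3 on log2(scaled CPM + 1), with all groups of a dataset in one fit, the trend option, and Benjamini-Hochberg adjustment over all listed genes, at an adjusted p under 0.05. The effect of each factor was the mean of its 2 shRNAs against shSCR. All *limma* tests are two-sided. Each dataset was fitted separately because the tables were filtered and scaled separately. The read-level test of events used *limma* with robust variances on log2 of inclusion reads over exclusion reads, 1 read added to each, weighted by the counting variance plus a floor. Event sets, shares, and permutation tests were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1. Permutation tests over exons drew 100000 permutations, so that 1e-05 is the smallest p they can give. The sign-flip test takes the mean over exons as its statistic, and the medians given beside it were not tested.

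Differential splicing followed the paper's rule of |∆PSI| of at least 10 between means with a range of at least 5 between any libraries. Dependent events had |∆∆PSI| of at least 10 and differential splicing in at least 1 of the 3 pairwise comparisons, for each shRNA in the case of CPSF3 and UL1. This reading of the rule was adopted because nearly all the events of the paper's Table S4 that can be read meet it by the PSI values in that table. In the deposited values, 339 of 348 listed CPSF3-dependent events with coverage met it, and 283 of 289 for UL1. All of these listed events also passed against day 0 with both shRNAs of one or the other factor. The list therefore does not favour this reading over selection against day 0. Selection only against day 0, nearer to the paper's wording, gave 842 TIA1-, 1956 CPSF3-, and 1696 UL1-dependent events. Independent events had |∆∆PSI| under 2. The replicate numbers in the labels, 1 and 2 in every group, were used as pairs in the fits with a replicate block. Whether they pair libraries was checked by the correlation of the deviations from the group means across genes and across events. Deviations at day 0 were not correlated with those at day 12 in the knockdown dataset (r from −0.127 to 0.0218 across genes). In the overexpression dataset, r across genes was 0.171 between NI and Empty and 0.308 between NI and T7-TIA1, against 0.186 between Empty and T7-TIA1.

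The genes named in the text were chosen by a rule: the genes the paper names for these experiments, the markers *Fut4* and *Epcam*, and in each comparison of expression the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 and the same direction in every library. A gene chosen by this rule is not reported here. *Pou5f1*, *Nanog*, *Lef1*, *Fut4*, and *Epcam* were not among the genes of the filtered expression tables. The named events were those the paper assayed, the events of *Cpsf3*, *Hnrnpul1*, and *Tia1*, and the 5 exons with the largest |∆∆PSI| of each dependent set among exons whose libraries were separated by at least 5 PSI. The exon of *Lef1* had no sufficient coverage at day 0.

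Simulated data served to test the procedures. With 200 genes changed by a log2 fold change of 1, the expression test recovered 61.5% of them among 9435 genes in the knockdown design and 59.5% among 9472 genes in the overexpression design, with 5.38% and 4.03% false calls. With 200 events changed by 20 PSI and a spread between libraries taken from the data, the read-level test recovered 50% among 287678 events and 51.5% among 259411, with 0.990% and 0.962% false calls. With a wider simulated spread, tried first, it recovered 1% and 0% of the changed events. In 100 simulated sets without a shift, the rank permutation test passed in 6% and the sign-flip test in 1%, and with a shift both passed in 97%.

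The alternatives covered the constant added before the logarithm (0.1 and 5), a minimum mean of 10, median-centred values, the replicate block, only the groups of a comparison in the fit, other minimum ∆PSI and ∆∆PSI, the coverage score LOW, no minimum range, other event types, the exons of the paper's Table S4, split controls, and leaving out replicates. These alternatives, the main settings, and the rule for named genes were chosen before the data were examined, except that the rule for dependent events was checked against the PSI values of Table S4, and the alternatives added later are named as such where they appear. Exons with intermediate PSI had 25 < PSI < 75, or between 20 and 80 as an alternative. The Fisher's exact tests of their shares treat the same exons in both groups as independent samples, and no test of paired exons was run. Gene and exon positions come from the GENCODE annotation of mm10. Splice site strength, the GC content of introns, and motif maps were not analysed here, as they need the genome sequence. The GC content of exons was taken from annotated transcripts, which covered too few of the exons for a comparison. Polyadenylation sites, RT-PCR, and the B cell libraries were not analysed here.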

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

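Of the tests in this part, the comparison of depth was chosen only after the result was seen.

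In 5 of 56 groups of 4 libraries, the library at one end stood apart from the others by more than Dixon's 95% critical value. A group held the libraries of both shRNAs against one factor, and about 1 in 20 groups, or 2.8 of 56, passes by chance. *Celf2* was expressed at 57.9 scaled CPM in replicate 1 of shCPSF3#2 and between 47.7 and 49.2 in the other shCPSF3 libraries. *Krt18* was expressed at 88.5 in the same library and between 13.1 and 20.1 in the others. In that library the PSI of *Pitpnm2* exon MmuEX0035300 was 46.3, against 28.2 to 30.8. Replicate 2 of shCPSF3#2 had a PSI of 52.1 for *Wasf3* exon MmuEX0051720, against 88.1 to 92.4 in the other shCPSF3 libraries, and of 49.5 for *Wasf3* exon MmuEX0051719, against 7.05 to 13.5. The exons of *Wasf3* belong to one gene and are not independent of each other. All 5 values came from shCPSF3#2, in which *Cpsf3* was expressed at 42.4 scaled CPM in replicate 1 and 77.1 in replicate 2. For *Krt18*, replicate 1 was also the higher library in shSCR cells (270.7 against 151.7), in shUL1#1 cells (95.8 against 30.7), and in shUL1#2 cells (41.9 against 25.7), but not in shCPSF3#1 cells (13.1 against 18.9). For *Celf2*, replicate 1 was the higher library in shUL1#1 cells (54.2 against 44.2) and shUL1#2 cells (71.7 against 50.4) and the lower one in shSCR cells (24.6 against 34.1) and shCPSF3#1 cells (48.3 against 49.2). For *Wasf3* exon MmuEX0051720, replicate 2 was also the lower library in shSCR cells (16.8 against 29.9), in shUL1#1 cells (57.0 against 90.5), and in shUL1#2 cells (56.0 against 83.8), but not in shCPSF3#1 cells (92.4 against 89.3). *Wasf3* exon MmuEX0051719 had the opposite order in the same groups, with 76.4 against 65.8, 43.7 against 11.1, and 43.7 against 16.7 in replicates 2 and 1. *Cpsf3* was higher in replicate 2 of every day 12 group of the knockdown dataset. The groups of 4 libraries take no account of the replicate number. No technical or biological explanation was tested for these values, and an unusual library, a difference between the shRNAs, and a difference between replicates that several groups share cannot be told apart here.

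Expression across all listed genes in the knockdown cells is not reported by the paper. Of 9435 genes, 2458 had a *limma* adjusted p under 0.05 in shCPSF3 against shSCR cells (1576 higher and 882 lower) and 987 in shUL1 against shSCR cells (690 higher and 297 lower). These counts combine 4 knockdown libraries against 2 shSCR libraries. Both counts may come from the knockdowns or from technical differences between the libraries, and 3 technical explanations were tested. Scaling was tested for shCPSF3 and shUL1, since T7-TIA1 against Empty had 0 genes (393 at an unadjusted p under 0.05), and the other explanations for all 3 comparisons. If the scaling of the libraries by the authors were the source, the number of genes with median-centred values would be less than 50% of that with the values as deposited in at least 1 comparison, and the lowest was 93.4% of it. This compares numbers, and how many genes passed with both was not counted. The medians of the knockdown dataset's libraries were already close, with shifts from −0.0271 to 0.0594 on the log2 scale. Median-centring could therefore hardly move the number, and the test does not exclude scaling. The split between higher and lower genes did depend on this scaling (1291 higher and 1127 lower for shCPSF3, and 550 and 372 for shUL1). If depth were the source, the mean reads on the listed genes would differ by more than 1.2 times, and the largest ratio was 1.03. If a few genes took most of the reads, the share of reads on the 10 highest genes would differ by more than 5 percentage points, and the largest difference was 0.463 percentage points. The shSCR libraries are shared by both comparisons, and a peculiarity of these libraries would enter both counts. Gene length and GC content were not tested. The counts are therefore not assigned to a biological cause here.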

How the results depend on the processing

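Over 105 results and 660 alternatives, 474 values stayed, 115 values without a test moved, 42 lost the threshold, 8 gained it, and 21 reversed. Values with a test stayed if they kept their direction and their side of the threshold. Counts stayed if they were within 1.5 times of the main value. Other values stayed if they moved by no more than the spread between replicates or, for overlap shares, a limit from the exact binomial interval. Among 25 results for single genes (290 alternatives), which leave out *Cpsf3* and *Hnrnpul1* in the knockdowns and *Tia1* in T7-TIA1 cells, 232 values stayed, 12 moved, 36 lost the threshold, and 10 reversed. Among 24 results for single exons (48 alternatives), 34 stayed, 12 moved, and 2 reversed. The replicate block left all of these 25 results on the same side, the fits with only the groups of the comparison left 11, with the other 14 losing the threshold, and median-centred values left 22, with 2 losing the threshold and 1 reversed. Except where a value below shows it, the cause was not tested.

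With the replicate number as a block, the number of genes with changed expression rose from 2458 to 4698 for shCPSF3 and from 987 to 2768 for shUL1, and stayed at 0 for T7-TIA1 (393 genes at an unadjusted p under 0.05, and 478 with the block). Events past the read-level test rose from 2889 to 3836 for shCPSF3 and from 988 to 1510 for shUL1, and stayed at 9 for T7-TIA1. Paired deviations of the knockdown libraries and shSCR correlated with r of at least 0.674 in expression. No paired analysis was made of the sets of dependent and independent events or of the counts of differentially spliced events. The same holds for the shares and medians calculated from them. Their rule takes no account of the replicate number, and a rule within replicate numbers was not run. Leaving out one replicate of every group stands in for a paired analysis there.

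With only the groups of the comparison in the fit, 344 genes passed for shCPSF3, 145 for shUL1, and 2 for T7-TIA1. *Cpsf3* in shCPSF3 cells then had the same log2 fold change of −0.997 with a *limma* adjusted p of 0.103 (0.00260 to 0.103 over its alternatives), and *Hnrnpul1* in shUL1 cells one of −1.52 with an adjusted p of 0.0684 (0.00167 to 0.0684). *Tia1* in T7-TIA1 cells, whose reads include those of the introduced cDNA, passed only under this fit among the alternatives run, at 2.71 with a *limma* adjusted p of 0.00657 (0.00657 to 0.494). With median-centred values, the split of genes changed from 1576 higher and 882 lower to 1291 and 1127 for shCPSF3 and from 690 and 297 to 550 and 372 for shUL1. *Hnrnpul1* in T7-TIA1 cells went from 0.01 to −0.00113.

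Leaving out each knockdown library gave 1505 to 3225 genes for shCPSF3 and 246 to 728 for shUL1, and 545 to 1516 events of the read-level test for shCPSF3 and 99 to 355 for shUL1. Across the fits that each left out one library, the log2 fold change of *Cpsf3* ranged from −1.22 to −0.78 in shCPSF3 cells, from −0.51 to −0.0728 in shUL1 cells (−0.29 with all libraries), and from −0.14 to 0.0354 in T7-TIA1 cells (−0.05). That of *Mbnl2* ranged from −0.21 to 0.30 in shCPSF3 cells (0.04) and from −0.31 to 0.20 in shUL1 cells (−0.05), and that of *Hnrnpul1* from −0.0334 to 0.0470 in T7-TIA1 cells.

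In the read-level test, PSI in percent gave 1648 events for shCPSF3 (from 2889), 1171 for shUL1 (from 988), and 0 for T7-TIA1 (from 9, with 14395 at an unadjusted p under 0.05), and adding 0.5 read gave 16 for T7-TIA1.

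The sets changed most with their definition. TIA1-, CPSF3-, and UL1-dependent events numbered 1257, 2205, and 1885. A minimum |∆∆PSI| of 15 left 450, 1021, and 783, and one of 20 left 137, 432, and 319. Cassette exons alone were 498, 830, and 718. The read-level test with a minimum |∆∆PSI| of 10 gave 7, 733, and 317, of which 7, 678, and 300 belonged to the sets above. A single replicate of every group gave 3511 to 4413, 3527 to 4208, and 3041 to 3960. Selection against day 0 with both shRNAs of CPSF3 or both shRNAs of UL1, an alternative chosen after seeing the data, gave 545 CPSF3-dependent and 439 UL1-dependent events, of which 514 and 424 belonged to them. Selection only against day 0 gave 842 TIA1-, 1956 CPSF3-, and 1696 UL1-dependent events. A |∆∆PSI| of at least 10 without selection gave 1662, 3014, and 2525. Independent events numbered 764, 447, and 557. With |∆∆PSI| under 1 they were 373, 212, and 276, and with a single replicate of every group 1192 to 1478, 976 to 990, and 1057 to 1075.

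With a minimum |∆PSI| of 15, differentially spliced events fell to 2439 in shSCR (from 4663), 1179 in shCPSF3#1 (2623), 1150 in shCPSF3#2 (2521), 1272 in shUL1#1 (2795), 1148 in shUL1#2 (2563), 1315 in Empty (2611), and 1318 in T7-TIA1 cells (2758). With a single replicate of every group they rose, in the same order, to 7499 to 8125, 5895 to 5919, 5866 to 6166, 5959 to 6122, 5671 to 6197, 5436 to 7533, and 5904 to 6951.

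With a single replicate of every group, the share of UL1-dependent events that were CPSF3-dependent was 68.9 to 69.4% (77.1% with both replicates), and the share that was TIA1-dependent 20.9 to 24.9% (11.5%). For CPSF3-dependent events, the share that was TIA1-dependent was 18.8 to 25.2% (10.1%). Shared CPSF3- and UL1-dependent events changed in the same direction in 99.6 to 99.8% of cases with a single replicate, and in 94.9% and 93.0% with a different shSCR library for each knockdown (100% with both libraries for both).

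With the exons of the paper's Table S4, the share with intermediate PSI at day 12 against day 0 gained the threshold for TIA1 (53.6%, two-sided Fisher's exact test, p = 0.0491), whereas T7-TIA1 against Empty lost it (62.8%, exact p = 0.0727), as did shCPSF3#1 against shSCR (60.3%, exact p = 0.915). For shCPSF3#2 the comparison reversed from 52.9% to 71.7% (exact p = 0.0465), for shUL1#1 from 54.5% to 74.9%, and for shUL1#2 from 52.8% to 74.9% (both exact p = 0.0327). The median PSI change of CPSF3-dependent exons was 9.55 (7.56 otherwise), and the two-sided sign-flip permutation test on the mean change gave p = 0.0628. With a single replicate of every group, the shares were 53.2 to 59.2% in T7-TIA1 cells (59.0%), 54.9 to 59.3% for CPSF3-dependent exons in shSCR cells (59.0%), 48.4 to 53.3% in shCPSF3#2 cells, 50.4 to 53.6% in shUL1#1 cells, and 50.0 to 53.6% in shUL1#2 cells. The median PSI changes were then 2.14 to 3.48 for TIA1 (1.85), 6.04 to 6.66 for CPSF3, and 4.21 to 4.69 for UL1 (4.78).

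Among exons differentially spliced in the same dataset, the share of TIA1-dependent exons listed for B cell reprogramming was 42.4%, under the 50.8% of the other exons (two-sided Fisher's exact p = 0.0459), a reversal of the 32.9% against all other exons. Only the part of the list that could be read was used, which is sorted by the largest |∆PSI| in B cells.

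For the length of exons and introns, given as the percentage of pairs in which the dependent exon had the larger value, independent exons in place of control exons moved past the threshold the exon length for CPSF3 (39.7 to 44.5%, two-sided permutation p = 0.0236) and UL1 (38.5 to 43.0%, permutation p = 0.00237) and the upstream intron for UL1 (60.3 to 56.6%, permutation p = 0.00467). The downstream intron reversed for CPSF3 (48.4 to 55.2%, permutation p = 0.0326), UL1 (48.8 to 54.8%, permutation p = 0.0355), and TIA1 (46.1 to 51.9%, permutation p = 0.383). With simple cassette exons, the upstream intron for TIA1 reversed (51.0 to 48.8%, permutation p = 0.706) and the downstream intron gained the threshold (41.7%, permutation p = 0.00632). With the control exons of the paper's Table S4, chosen after seeing the data, the upstream intron for CPSF3 reversed (59.2 to 48.4%, permutation p = 0.537) and the downstream intron gained the threshold for CPSF3 (41.9%, permutation p = 0.00115) and UL1 (43.3%, permutation p = 0.00728).

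In T7-TIA1 cells, the ∆∆PSI of *Plod2* exon MmuEX0035870 ranged from −2.60 to 12.8 (5.12 with both replicates) and that of *Afdn* exon MmuEX0029239 from −2.56 to 11.9 (4.69) with a single replicate of every group.

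Some alternatives were not run or cannot move a result. A count test on reads derived from the expression values was not run, because these values were not taken as counts. Counts of genes and events for T7-TIA1, and for either knockdown without a shSCR library, were not made with a library left out, as an arm is then left with 1 library. The wider bounds of intermediate PSI cannot move the median PSI change, and a random set of control exons of the size of the dependent set equals the whole set, which is smaller, for the 3 factors.

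Depth limits the events near the minimum of 10 reads. With the coverage score LOW or better, dependent events fell to 879 for TIA1, 1820 for CPSF3, and 1553 for UL1. In the read-level test, with 2 libraries per group, simulated changes of 20 PSI were recovered in 50% of events in the knockdown design and 51.5% in the overexpression design, so that an event which did not pass is not shown to be unchanged. These simulated events had at least 50 reads on average, and recovery near the minimum of 10 reads was not simulated.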

Differences from the paper's values

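TIA1-dependent events numbered 1257, against the paper's 387, and 842 when selected only against day 0. Among the alternatives set before the data were examined, a minimum |∆∆PSI| of 15 (450 events) came within 1.5 times of the paper's number. Cassette exons only (498) also did, but the paper's number counts events of all types, so these are not like counts. The others did not (7 to 4413). CPSF3-dependent events numbered 2205, against the paper's 357, and 1956 when selected only against day 0. Only a minimum |∆∆PSI| of 20 (432) came within this range among the alternatives set before the data were examined, and the others did not (733 to 4208). UL1-dependent events numbered 1885, against the paper's 298, and 1696 when selected only against day 0. A minimum |∆∆PSI| of 20 (319) and the read-level test with a minimum |∆∆PSI| of 10 (317) came within this range, and the others set before the data were examined did not (718 to 3960). Selection against day 0 with both shRNAs of CPSF3 or both shRNAs of UL1, chosen after seeing the values, gave 439 UL1-dependent events, within this range, and 545 CPSF3-dependent events, outside it.

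Dependent cassette exons numbered 498 for TIA1, 830 for CPSF3, and 718 for UL1, against the 207, 184, and 167 listed in the paper's Table S4. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were a minimum |∆∆PSI| of 15 for TIA1 (172 exons), one of 20 for CPSF3 (219), and for UL1 one of 20 (151) and the read-level test (157). The others were not, from 2 to 1430 exons for TIA1, from 329 to 1316 for CPSF3, and from 344 to 1289 for UL1. The selection against day 0 described above, chosen after seeing the values, gave 247 exons for CPSF3 and 211 for UL1, both within this range.

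The events in the parts of the Venn diagram, over events with coverage in all 18 libraries, were 684 for CPSF3 only, against the paper's about 120 in Fig. 6D, read by eye. They were 356 for UL1 only (about 66 in Fig. 6D), 781 for TIA1 only (about 350 in Fig. 6D), 1199 for CPSF3 and UL1 (about 210 in Fig. 6D), 55 for CPSF3 and TIA1 (about 8 in Fig. 6D), 46 for UL1 and TIA1 (about 5 in Fig. 6D), and 157 for all 3 (about 22 in Fig. 6D). The parts were not counted under the alternatives.

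Events selected by both shRNAs were 34.2% of those selected by either for CPSF3 and 38.5% for UL1, against the paper's 54% and 60%. This share was not calculated under the alternatives set before the data were examined. Other denominators, chosen after seeing the values, came within 1.5 times of the paper's: 49.9% of the events of shCPSF3#1 and 52.0% of those of shCPSF3#2, and 53.3% of the events of shUL1#1 and 58.1% of those of shUL1#2. Events with the minimum |∆∆PSI| for each shRNA, as a share of those with it for either, were 61.1% for CPSF3 and 58.0% for UL1. As differential splicing was required for both shRNAs in either case, these shares are not like the paper's.

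The paper states that the share of TIA1-dependent exons with intermediate PSI rises by day 12. Here it was 44.8% in NI and 47.6% in Empty cells (two-sided Fisher's exact test, p = 0.409), and only with the exons of the paper's Table S4 did the difference pass the threshold, at 53.6% (exact p = 0.0491). Fisher's exact test ignores that the same exons are counted in both groups. The paper states that TIA1-independent exons do not rise in inclusion by day 12, and they did not rise here. Of these exons, 114 were higher and 159 lower, with a mean change of −3.17 PSI (two-sided sign-flip permutation p = 0.00633). The median of −10.6 lies near the minimum change of 10 by which they were selected. The paper states that UL1-dependent exons have higher PSI at day 12. Here the median change was 4.78, and 13.2 with the exons of Table S4. The sign-flip test is on the mean change. It did not pass for the mean of 1.68 (permutation p = 0.0623), nor for that of 3.75 with the exons of Table S4 (permutation p = 0.162). With replicate 2 of every group left out, an alternative set before the data were examined that leaves 1 library per group, the median change was 4.21 and the test over exons, which takes no account of the spread between libraries, fell on the other side of the threshold. With replicate 1 left out it was 4.69 and stayed on the same side. The independent exons of CPSF3 and UL1 rose by medians of 11.8 and 12.6 (means 7.08 and 8.37). As they are selected for a |∆PSI| of at least 10 against day 0, these medians cannot be compared with those of dependent exons. The paper states that the introns downstream of TIA1-dependent exons are shorter. Here the dependent exon had the longer one in 46.1% of pairs (two-sided permutation p = 0.0879), and with simple cassette exons in 41.7% (permutation p = 0.00632), the only alternative set before the data were examined under which this difference passed the threshold.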

Other observations

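The tests of the selection of events on the arms of the other factor, of chance among the listed events, and of reads of the T7-TIA1 cDNA were chosen only after the result was seen.

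The overlap of CPSF3- and UL1-dependent events has several candidate explanations. If the shared shSCR control were the cause, different shSCR libraries for each knockdown would bring the share to less than 50% of that with the same library. The mean over both assignments was 40.1%, against 77.5% with the same library, and the lower assignment, 37.1%, fell below that limit while the mean did not. The size of the overlap therefore cannot be told apart from an effect of the shared control, whereas the 43.2% and 37.1% that remained with different shSCR libraries were above the 0.584% and 0.529% of the other events. If both knockdowns reduced the progress from day 0 to day 12, the overlap would be low among events that do not change in shSCR cells. With different shSCR libraries, the share was 24.8% and 23.7% among UL1-dependent events with |∆PSI| under 5 in shSCR cells and 55.8% and 48.0% among those with |∆PSI| of at least 10. The first was on average 46.9% of the second (44.5% and 49.4%), a narrow margin to the limit of 50%. Relative to the other events the order was the opposite. Their shares were 0.0974% and 0.0936% among the unchanged events (odds ratios 337.9 and 332.3) and 32.9% and 31.4% among the changed ones (odds ratios 2.57 and 2.02). Whether reduced progress is part of the overlap thus depends on the measure and remains open. Selection of events on the arms of the other factor would bring the share, under the rule used here, below 50% of the paper's 70%, and it was 77.1%. Libraries of the same replicate number are shared by both knockdowns. With replicate 1 for one and replicate 2 for the other, an alternative chosen after seeing the data in which no library is shared, the share was 44.0% or 36.5%, on average 40.3%, against 69.2% with the same replicate for both, above the limit of 50%. Of these events, 92.4% and 91.5% changed in the same direction.

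Changes in expression overlapped as well. Of the 987 genes changed in shUL1 cells, 924 (93.6%) were changed in shCPSF3 cells, and 923 of these in the same direction. Across all genes, which are not independent replicates, the log2 fold changes of both knockdowns had r = 0.920, and r = 0.695 or 0.457 with different shSCR libraries. The correlation with the control's change from day 0 to day 12 across genes was −0.396 in shCPSF3, −0.387 in shUL1, and −0.136 in T7-TIA1 cells. As the control enters both quantities, 1 control replicate was used in each. The correlation in shCPSF3 cells would rise above −0.1 if this were the cause, and its mean was −0.276 (−0.428 and −0.123 for the splits). For shUL1 the mean was −0.217 (−0.314 and −0.120 for the splits) and for T7-TIA1 −0.0824 (−0.196 and 0.0308). The T7-TIA1 mean was above −0.1, and the sign of its splits depended on the control library used. Expression in the knockdowns may thus reflect a smaller change from day 0, a hypothesis that was not tested in other libraries.

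Among dependent events, the ∆∆PSI was more often opposed to the control's change from day 0 to day 12 than in its direction. If the control libraries in both quantities were the only cause, the share with the control's change of the other dataset would have a 95% interval that includes 50%. It was 61.2% for TIA1 (58.3 to 64.1%), 80.8% for CPSF3 (79.0 to 82.4%), and 79.4% for UL1 (77.5 to 81.3%). The intervals treat events as independent. The change of the other dataset shares no library with the effect, but it is compared over events selected by a rule that includes the change from day 0, so that the share may still contain this selection.

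The events that the paper lists differ from the others that met the rule used here. Of 348 listed CPSF3-dependent events with coverage, 83.0% were differentially spliced against day 0 with both shRNAs of UL1 and 58.9% with both shRNAs of CPSF3, and 100% with one or the other pair. Of 289 listed UL1-dependent events, 66.1% passed with both shRNAs of CPSF3 and 79.2% with both of UL1, and 100% with either pair. Among the 1835 and 1544 events that were not listed, 6.21% and 5.51% passed with the pair of the other factor and 9.54% and 9.13% with either. If the listed events had these properties by chance, given the effect, the share among the events not listed would be at least 50% of that among the listed ones, and it was 7.48% and 8.33% of it. Selection through the arms of either factor is a candidate explanation for the smaller numbers in the list. Of the 200 control exons in the list, 190 had coverage, and 32 and 25 of these met the rule of CPSF3- and UL1-dependent events.

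In the read-level comparison of T7-TIA1 with Empty cells, 8 of 9 events (88.9%) lay in *Tia1*. The limit of 50% for this share, if reads of the T7-TIA1 cDNA were the cause, was set after the share was seen, so that the test could not have come out otherwise. In these 8 events, between 5012 and 12444 reads per library were counted in T7-TIA1 cells and between 178 and 413 in Empty cells. Reads of the cDNA remain a candidate explanation for the changes in *Tia1* itself, including exon MmuEX0047286, and the regulation of its own transcripts cannot be told apart from them.

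The control cells of both datasets changed differently from day 0 to day 12. Of 375849 events with coverage in both, 4425 were differentially spliced in shSCR and 2349 in Empty cells, a ratio in the counts over all events of each dataset of 1.79. They shared 1248 events, 53.1% of those of Empty cells, of which 1214 changed in the same direction, and the changes had r = 0.669 over the events in either set. A difference in coverage would bring the ratio to within 1.2 among the 229191 events with the highest coverage score in all libraries, and it was 2.11 (1842 against 875 events). A difference in the spread between replicates would bring it to within 1.2 without the minimum range, and it was 1.51. With replicate 1 of every group alone, the counts were 8125 in shSCR and 7533 in Empty cells, and with replicate 2 alone 7499 and 5436, so that the ratio depends on the replicate and the spread between replicates is not excluded. The difference of the changes was tested event by event with *limma* on the reads, and 0 of 283181 events passed at an adjusted p under 0.05 (23443 at an unadjusted p under 0.05). Both datasets differ in experiment as well as in the infected construct, which no design separates, and no reason is assigned to the difference. In expression, 4197 genes changed in shSCR cells (5608 with the replicate block) and 4401 in Empty cells (4392 with the block). With only these groups in the fit, the counts were 3767 and 3078. Under both of these fits the count was larger in shSCR cells.

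The largest changes in expression in shCPSF3 cells were rises of *Col14a1* (log2 fold change 3.77, *limma* adjusted p = 0.00183), *Comp* (3.15, 0.00194), and *Unc5c* (3.13, 0.0106) and falls of *Krt18* (−2.92, 0.0143, with replicate 1 of shCPSF3#2 apart from the other libraries), *Fabp3* (−3.03, 0.00270), and *Egln3* (−3.06, 0.0136). In shUL1 cells they included rises of *Col14a1* (3.88, 0.00486), *Ptn* (3.37, 0.0453), and *Ccn3* (3.34, 0.0138) and falls of *Ero1l* (−1.81, 0.0412) and *Fabp3* (−2.72, 0.00875). *Fabp3* was expressed at 5.51 ± 0.717 scaled CPM in NI, 197.7 ± 0.384 in shSCR, 14.7 ± 4.79 and 38.2 ± 9.04 in shCPSF3, and 31.3 ± 11.8 and 31.3 ± 20.4 in shUL1 cells (SD, n = 2). With the replicate block, the *limma* adjusted p of these genes lay between 4.95e-04 (*Col14a1*) and 0.00261 (*Egln3*) in shCPSF3 cells and between 0.00145 (*Col14a1*) and 0.00674 (*Ptn*) in shUL1 cells.

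Of the other splicing regulators that the paper names, *Mbnl1*, *Celf2*, *Tia1*, and *Mbnl2* were examined. *Mbnl1* had a log2 fold change of −1.46 and *Celf2* one of −1.43 in shSCR cells against day 0. In shCPSF3 against shSCR cells, *Mbnl1* rose by 1.02 (*limma* adjusted p = 0.00628, 0.00110 to 0.0675 over the alternatives), *Celf2* by 0.78 (0.0196, 0.00872 to 0.0729, with replicate 1 of shCPSF3#2 apart from the other libraries), and *Tia1* by 0.36 (0.0335, 0.0166 to 0.140). In shUL1 cells the values were 0.67 (0.0447, 0.00909 to 0.131), 0.88 (0.0259, 0.0115 to 0.107), and 0.54 (0.0166, 0.00773 to 0.0840). *Mbnl2* had values of 0.04 and −0.05, whose sign changed when single libraries were left out.

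Lengths of CPSF3- and UL1-dependent exons were compared with 24 control exons. The median exon length was 94 nt for CPSF3 and 91 nt for UL1, against 122 nt (39.7% and 38.5% of pairs, two-sided permutation p = 0.0856 and 0.0535). The upstream intron had 1639 and 1692 nt against 1030.5 nt (59.2% and 60.3% of pairs, permutation p = 0.127 and 0.0865). The downstream intron had 1745 and 1779 nt against 2452 nt (48.4% and 48.8% of pairs, permutation p = 0.794 and 0.844). None of the 9 comparisons made for the factors passed after Benjamini-Hochberg adjustment of the permutation p values, the lowest being 0.191, and the direction of the downstream intron comparisons, and that of the upstream intron for CPSF3, depended on the control exons used. A check of the GC content of exons was void, as 75.1% of the CPSF3-dependent and 75.8% of the UL1-dependent exons matched annotated exons, fewer than the 80% needed.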
